# A defined N6-methyladenosine (m^6^A) profile conferred by METTL3 regulates muscle stem cell/myoblast state transitions

**DOI:** 10.1038/s41420-020-00328-5

**Published:** 2020-09-29

**Authors:** Brandon J. Gheller, Jamie E. Blum, Ern Hwei Hannah Fong, Olga V. Malysheva, Benjamin D. Cosgrove, Anna E. Thalacker-Mercer

**Keywords:** Muscle stem cells, Transcriptomics, Stem-cell differentiation

## Abstract

Muscle-specific adult stem cells (MuSCs) are required for skeletal muscle regeneration. To ensure efficient skeletal muscle regeneration after injury, MuSCs must undergo state transitions as they are activated from quiescence, give rise to a population of proliferating myoblasts, and continue either to terminal differentiation, to repair or replace damaged myofibers, or self-renewal to repopulate the quiescent population. Changes in MuSC/myoblast state are accompanied by dramatic shifts in their transcriptional profile. Previous reports in other adult stem cell systems have identified alterations in the most abundant internal mRNA modification, N6-methyladenosine (m^6^A), conferred by its active writer, METTL3, to regulate cell state transitions through alterations in the transcriptional profile of these cells. Our objective was to determine if m^6^A-modification deposition via METTL3 is a regulator of MuSC/myoblast state transitions in vitro and in vivo. Using liquid chromatography/mass spectrometry we identified that global m^6^A levels increase during the early stages of skeletal muscle regeneration, in vivo, and decline when C2C12 myoblasts transition from proliferation to differentiation, in vitro. Using m^6^A-specific RNA-sequencing (MeRIP-seq), a distinct profile of m^6^A-modification was identified, distinguishing proliferating from differentiating C2C12 myoblasts. RNAi studies show that reducing levels of METTL3, the active m^6^A methyltransferase, reduced global m^6^A levels and forced C2C12 myoblasts to prematurely differentiate. Reducing levels of METTL3 in primary mouse MuSCs prior to transplantation enhanced their engraftment capacity upon primary transplantation, however their capacity for serial transplantation was lost. In conclusion, METTL3 regulates m^6^A levels in MuSCs/myoblasts and controls the transition of MuSCs/myoblasts to different cell states. Furthermore, the first transcriptome wide map of m^6^A-modifications in proliferating and differentiating C2C12 myoblasts is provided and reveals a number of genes that may regulate MuSC/myoblast state transitions which had not been previously identified.

## Introduction

Skeletal muscle regeneration is reliant upon a population of skeletal muscle-specific adult stem cells (MuSCs) and their ability to employ a myogenic program to form new skeletal muscle. In mature skeletal muscle, MuSCs remain in a quiescent state until activated by injury associated ques, at which point they enter the cell cycle, give rise to a transient myoblast population, and divide^1,2^. After a series of cell divisions, a subset of MuSCs will return to the quiescent state to renew the MuSC population that is able to respond to subsequent injuries while another subset of MuSCs will commit to the myogenic lineage and proceed to terminal differentiation^3^. MuSCs that differentiate, will restore damaged skeletal muscle through formation of new myofibers or fusion with existing myofibers. The process of MuSC differentiation and fusion is known to include the choreographed expression of several transcription factors termed the myogenic regulatory factors (MRFs) including myoblast determination protein 1 (*MyoD*), myogenic factor 5 (*Myf5*), and myogenin (*Myog*)^2^. The temporal sequence of the expression of each MRF is well documented however, less is known about how modification of these mRNAs influences their translation and regulatory functions.

Posttranscriptional modifications, particularly the most abundant mRNA modification, N6-methyladenosine (m^6^A), have rapid, pronounced effects on mRNA stability, splicing, and translation, and therefore a cell’s transcriptional profile. m^6^A modification requires a defined set of “writer” proteins including the active methyltransferase, methyltransferase-like 3 (METTL3), to deposit methyl groups on mRNA^4^. Homozygous knockout of *Mettl3* is embryonic lethal in mice^5^. *Mettl3* knockout in embryonic stem cells, however, is viable and has been shown to increase cell proliferation and reduce differentiation capacity when cells are in the naive state^6^. Intriguingly, the opposite effects of *Mettl3* knockout on cell state were observed in primed, pluripotent stem cells^7^. The effect of METTL3 depletion on stem cell state is also dependent on stem cell lineage. For example, reducing m^6^A levels in hematopoietic stem cells reduces proliferation and promotes differentiation^8^ whereas increasing m^6^A levels in adult neural stem cells reduces differentiation^9^. Therefore, m^6^A modifications are central in regulating stem cell state, however, their role is lineage dependent.

To date, only two studies have evaluated the effects of m^6^A modification on myoblasts^10,11^. The first study evaluated the effect of depletion of the m^6^A “eraser,” mRNA demethylase, Fat mass and obesity-associated protein (FTO), in the immortalized myoblast cell line, C2C12 myoblasts. Depletion of FTO led to impaired differentiation and fusion in vitro and impaired postnatal skeletal muscle development in vivo^10^. It is difficult to attribute these effects solely to reductions in m^6^A as FTO has recently been shown to act on m^6^A as well as N6,2-O-dimethyladenosine (m^6^A_m_), a distinct mRNA modification which occurs exclusively near the mRNA cap^12^. The second study used siRNA to knockdown the m^6^A writer, METTL3, which would be expected to have inverse results from knockdown of the m^6^A eraser, FTO, however a reduction in *MyoD* mRNA levels and protein expression of the terminal differentiation marker embryonic myosin heavy chain (eMHC) was observed^11^. Consequently, m^6^A modification appears to be implicated in C2C12 myoblast state transitions, but the directionality of the effect cannot be inferred from the available literature.

Our objective was to determine if m^6^A deposition on mRNA via *Mettl3* is a regulator of MuSC/myoblast state in vitro and in vivo. This study defines the temporal dynamics of m^6^A levels in whole skeletal muscle tissue during the regeneration process, post injury, and in C2C12 myoblasts during in vitro proliferation and differentiation. Using liquid chromatography/mass spectrometry (LC–MS), we identified increased m^6^A levels in skeletal muscle tissue in the early stages of tissue regeneration compared to pre-injury. Furthermore, LC–MS analysis and m^6^A-specific RNA-sequencing (MeRIP-seq) demonstrated increased m^6^A in C2C12 myoblasts during proliferation compared to differentiation. MeRIP-seq of proliferating and differentiating C2C12 myoblasts reveals the first comprehensive profile of mRNAs that are preferentially m^6^A-modified in different myoblast states and reveals that m^6^A modification is closely linked to genes implicated in transcriptional regulation during proliferation. Finally, we show that *Mettl3* knockdown slows proliferation in primary mouse MuSCs and enhances their primary transplant capacity.

## Results

### Global m^6^A levels decline during the MuSC transition from proliferation to differentiation

Global m^6^A levels were assessed in skeletal muscle tissue after BaCl_2_ induced injury using LC–MS. In whole skeletal muscle tissue, relative m^6^A levels increased at 3 days post injury (dpi) compared to baseline (Fig. 1a). 3 dpi corresponds to a time of substantial MuSC proliferation but also infiltration of a number of other cell types that support the skeletal muscle regenerative process^13–15^. Global m^6^A levels at later times points when MuSC differentiation is initiated (i.e., 5 and 10 dpi) were not different from baseline suggesting this increase in m^6^A levels was specific to MuSC proliferation. To understand the dynamics of global m^6^A levels at the MuSC/myoblast level, during this period of rapid proliferation, C2C12 myoblasts (Fig. 1b) and primary mouse myoblasts (Supplementary Fig. 1A) were used. m^6^A levels were greater when cells were cultured in proliferation favoring media for 24 h (GM) compared to when cells were switched from GM to serum restricted, differentiation inducing media for 3 days (3d DM) in both myoblast models. Because both myoblast models behaved similarly and due to the large amount of input required for downstream applications, C2C12 cells were used for subsequent cell culture experiments, unless otherwise specified.

**Fig. 1:**
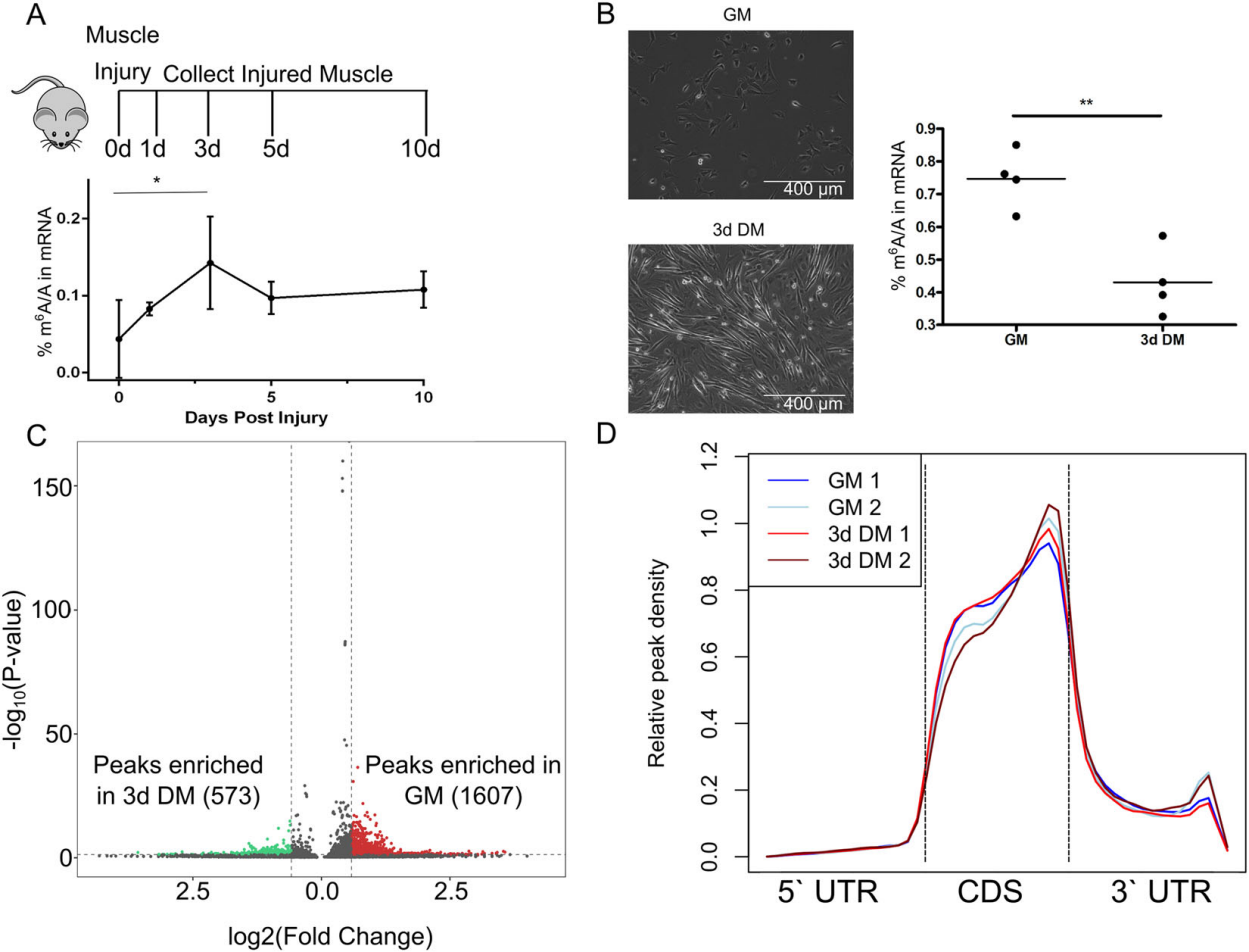
m^6^A-modifications are dynamically regulated in regenerating skeletal muscle and C2C12 myoblasts. **a** The TA of Pax7^nTnG^ mice (*n* = 3–4 per time point) were injected with BaCl_2_, and global m^6^A levels were measured by LC–MS at 0, 1, 3, 5, and 10 dpi. *P < 0.05. **b** mRNA was isolated from C2C12 myoblasts during proliferation (GM) or 3 days after differentiation was induced (3d DM) and global m^6^A levels were measured by LC–MS (*n* = 4). **P < 0.01. **c** Volcano plot displaying unique m^6^A-peaks significantly enriched in C2C12 myoblasts in GM (red, *n* = 2) or 3d DM (green, *n* = 2) according to MeRIP-seq. **d** Distribution of m^6^A peaks along all transcripts identified as m^6^A-modified by MeRIP-seq. Each individual replicate is plotted (GM, *n* = 2; 3d DM, *n* = 2). UTR untranslated region, CDS protein coding region.

### MeRIP-sequencing reveals dynamic changes in transcript-specific m^6^A-modification abundance but not the frequency of m^6^A-modification location on transcripts

To map the changes in the transcriptome marked by m^6^A as myoblasts transition from proliferation to differentiation, MeRIP-seq was performed in GM and 3d DM samples. 

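C2C12 cells are an immortalized line of mouse myoblasts that divide in growth medium and fuse into myotubes when serum is reduced. GM samples were taken after 24 h in growth medium with 10% fetal bovine serum, at about 50% confluence. 3d DM samples were taken 3 days after the switch to 2% horse serum. The methods give 80 to 100% confluence at the switch, and the sample records give over 90%. In MeRIP-seq, polyadenylated RNA is fragmented, a part is kept as input, and the rest is precipitated with an antibody against m6A, so that modified fragments are enriched over the input. There were 2 immunoprecipitated libraries and 2 input libraries in each state. The authors aligned the reads to the mm10 genome with HISAT2 and called peaks with exomePeak at the sample level with a threshold of P ≤ 0.05, so each of the 4 deposited peak lists was treated here as 1 replicate. Each list has a line for every protein-coding transcript that holds a peak, with the position, the P value and the fold enrichment of immunoprecipitated over input RNA that the authors' peak caller gave. The largest P value was 0.0107 in GM replicate 1, 0.00871 in GM replicate 2, 0.00851 in 3d DM replicate 1 and 0.00776 in 3d DM replicate 2, so the lists hold no peak near the stated threshold. Lines on the same strand that shared at least 1 bp were merged into distinct peaks, and genes were counted by symbol. The lists give no read numbers, so the depth of the immunoprecipitated libraries is unknown and no counting error can be given for a peak. Values of GM and 3d DM libraries were compared with a two-sided exact permutation test, which cannot give a p-value under 0.33 with 2 libraries against 2.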

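The list of GM replicate 1 held 31194 lines, which merged into 14275 distinct peaks on 7574 genes, and that of GM replicate 2 held 26568 lines, 12254 distinct peaks and 7164 genes. In 3d DM, replicate 1 had 31221 lines, 14330 distinct peaks and 7471 genes, and replicate 2 had 23785 lines, 10902 distinct peaks and 6294 genes. Genes with at least 1 peak numbered 7369 ± 289.9 in GM and 6882.5 ± 832.3 in 3d DM (mean ± SD, n = 2), a difference of 486.5 genes (exact permutation test, p = 0.667). This is smaller than the SD of the 3d DM replicates. Distinct peaks numbered 13264.5 ± 1429 in GM and 12616 ± 2424 in 3d DM (n = 2 each; exact permutation test, p = 1.0). Without 3d DM replicate 2, the difference in genes was -102, that is, fewer genes in GM. With only the more stringent peaks (threshold 1e-05), GM had 5182 ± 121.6 genes and 3d DM had 4584.5 ± 1155 (n = 2), a difference of 597.5. The median fold enrichment of a peak over its input was 4.37 and 3.91 in GM replicates 1 and 2 and 3.70 and 4.07 in 3d DM replicates 1 and 2.

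**Figure D1:**
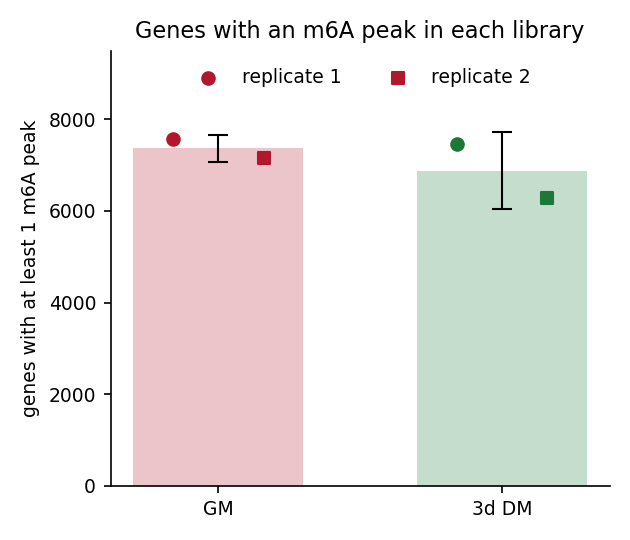
Number of genes with at least 1 called m6A peak (vertical axis) in GM and 3d DM, with circles for replicate 1, squares for replicate 2, bars for the mean and error bars for the SD (n = 2). Replicate 1 of each state, with 7574 and 7471 genes, lies above replicate 2, with 7164 and 6294.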

Confirming our LC–MS data, MeRIP-seq revealed an enrichment of m^6^A-modified transcripts in GM (vs. 3d DM) samples (Fig. 1c, Supplementary Tables 1, 2). 

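The authors' lists name the transcript region that each peak touches, and a peak over several regions was counted in each. Peaks touched the coding sequence (CDS) in 74.9 ± 0.8% of GM lines and 73.2 ± 0.8% of 3d DM lines, and the 3′ untranslated region (UTR) in 47.5 ± 3.5% and 45.6 ± 0.2% (mean ± SD, n = 2 in each state). The 5′ UTR was touched by 5.2 ± 0.1% of GM lines and 4.6 ± 0.1% of 3d DM lines, a difference larger than the replicate spread, and its exact permutation p = 0.33 (n = 2) is the smallest that 2 libraries against 2 allow. Peaks that spanned both the CDS and the 3′ UTR made up 23.6 ± 2.7% in GM and 19.9 ± 0.7% in 3d DM (n = 2; exact permutation test, p = 0.33). The largest effect of another setting was on the 3′ UTR, where the difference of 1.95 percentage points became -0.55 with only peaks of a single region label. It was also -0.55 without GM replicate 2, and it was 4.45 without GM replicate 1. Peaks were also placed on transcripts of GENCODE release M21 with the same identifier. Only transcripts with a 5′ UTR, a CDS and a 3′ UTR were used, and 81.1% to 81.7% of the distinct peak positions could be placed. The midpoint of 23.8% and 28.4% of peaks in GM replicates 1 and 2, and of 22.8% and 27.1% in 3d DM replicates 1 and 2, lay within 200 nt of the end of the CDS, where even placement along the same transcripts gives between 12.6% and 13.9%. The ratio of the observed to the even share was 1.94 ± 0.16 in GM and 1.88 ± 0.08 in 3d DM (n = 2; exact permutation test, p = 1.0). When the 5′ UTR, the CDS and the 3′ UTR were each divided into 20 bins, the last bin of the CDS held the most peaks in each of the 4 libraries, from 4.8% in 3d DM replicate 1 to 6.5% in GM replicate 2. Summed over the bins, the profiles of the replicates differed by 12.0% in GM and 10.8% in 3d DM, while GM and 3d DM libraries with the same replicate number differed by 6.7% and 9.2%. The pairs that share neither state nor number differed by 9.9% and 10.9%, so the replicates of a state were not closer to each other than libraries of different states. The DRACH sequence in which m6A is deposited (D stands for A, G or T, R for A or G, H for A, C or T) occurred 23.3 to 23.7 times per kb in peaks and 19.9 to 20.1 times per kb in the rest of the same transcripts. The ratio was 1.16 to 1.19 over the 4 libraries, against 1.03 to 1.07 for the same pattern with its central A and C exchanged.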

The distribution of m^6^A across transcripts was similar in GM and 3d DM samples with modifications being most abundant at the boundary of the coding sequence and 3′ regions (Fig. 1d). Therefore, we concluded that a global- and transcript-specific program of m^6^A enrichment is associated with maintaining myoblasts in a proliferative state and that this effect is not driven by differences in the location of m^6^A-modification on transcripts.

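Across the 4 lists, 9153 genes had a peak in at least 1 library and 4989 in all 4 libraries. A peak in both GM libraries and in no 3d DM library was found on 326 genes, and a peak in both 3d DM libraries and in no GM library on 211 genes. For comparison, 390 genes had a peak in both libraries numbered 1 and in neither library numbered 2, and 132 genes showed the opposite. The Jaccard index, the number of genes shared by a pair of lists divided by the number in either, was 0.774 for the GM replicates and 0.697 for the 3d DM replicates. Between the states it was 0.773 and 0.693 for libraries with the same number and 0.676 and 0.723 for the other pairs, so lists from different states shared nearly as many genes as lists from the same state. These 6 indices come from 4 libraries and were not tested. From the enrichment of m6A in GM by LC–MS, which is not analysed here, and by MeRIP-seq, and from the similar distribution along transcripts, the paper concludes that m6A enrichment accompanies the proliferative state and is not driven by its location on transcripts.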

### Characterization of the proliferation-specific m^6^A profile at the individual transcript level

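The authors also compared GM with 3d DM directly with exomePeak, and Supplementary Table 1 lists the peaks they called higher in GM, each with its position and fold change. Its 1607 lines merge into 901 distinct peaks. Of these lines, 92.2% lay over a peak called in GM replicate 1 and 90.9% over one called in GM replicate 2, while 62.1% lay over a peak of 3d DM replicate 1 and 49.9% over a peak of 3d DM replicate 2. A peak was called at the same place in all 4 libraries for 692 lines (43.1%), and in both GM libraries but neither 3d DM library for 325 lines. Only 10 lines lay over no called peak.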

MeRIP-seq analysis revealed 1607 m^6^A peaks representing 862 unique genes enriched in GM compared to 3d DM (Fig. 1c). The top m^6^A-enriched transcripts, based on fold change (GM to 3d DM), were *Dmp1*, *Ccdc73*, *GM5141*, *Zfp316*, *Zfp157*, *Cebpa*, *Gprin1*, *Chst7*, *Ncam1*, and *Nlrx1* (Supplementary Table 1). 

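Coordinates are on mm10, and RNA-seq values are those of the input libraries. *Dmp1* (Entrez 13406) has its listed peak in the CDS on chromosome 5 from 104211844 to 104212319, where the paper's fold change is 11.88. It had 2 peak lines in GM replicate 2 and none in the other libraries, and its normalized RNA-seq values were 13.0 ± 7.04 in GM and 12.8 ± 9.81 in 3d DM (mean ± SD, n = 2), too low for the differential expression test. *Ccdc73* (Entrez 211936), with a listed peak in the CDS on chromosome 2 from 104991340 to 104991938, had 4 and 3 peak lines in GM replicates 1 and 2 and none in 3d DM. Its RNA-seq value was 115.2 ± 9.58 in GM and 14.8 ± 4.33 in 3d DM (n = 2; log2 fold change 2.91, standard error 0.59, adjusted p = 1.4e-05 from limma). *Ncam1* (Entrez 17967), with a listed peak over exons of the CDS on chromosome 9 between 49523626 and 49543030, had peaks in all 4 libraries and was lower in GM, with RNA-seq values of 1355 ± 239 in GM and 7654 ± 1753 in 3d DM (n = 2; log2 fold change -2.49, standard error 0.41, adjusted p = 4.2e-08 from limma). *Gm5141* and *Gprin1* also fell below the filter on low values, and each had 2 peak lines in GM replicate 1 and none in the other libraries. Of the 7 transcripts that were tested, these 2, *Ccdc73* and *Ncam1*, had an adjusted p under 0.05, and 4 of the 7 had a higher value in GM. *Zfp316*, *Zfp157*, *Cebpa* and *Nlrx1* had at least 1 peak line in every library, and *Chst7* had 1 in GM replicate 1 and none in the other libraries.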

Comparing the MeRIP-seq analysis with results from concurrently performed bulk RNA-seq (Supplementary Table 3) it was noted that only 14 transcripts were both m^6^A-enriched in GM compared to 3d DM (Supplementary Table 4) and differentially expressed in GM (vs. 3d DM). 

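The RNA-seq values are those of the 4 input libraries, 2 in GM and 2 in 3d DM. The authors aligned the reads to mm10, and deposited a table of normalized values by Entrez gene identifier, named for the trimmed mean of M values (TMM). Low values in the table were not whole multiples of a common step, so counts of reads could not be recovered, and the sequencing depth of each library is unknown. Among 2171 genes with all values between 5 and 100, the pair of values recurred on another gene for 47.4% in GM and 55% in 3d DM, against 0.5% for pairs of libraries of different states. The 2 values of a state were thus made together, as in quantile-adjusted pseudo-counts, so the SD and p-values given here describe adjusted values and not independent counts. Each column sums to nearly the same total, between 12534657 and 12536233. The largest single entry, identifier 100861531, which has no symbol in the annotation used, took 24.4% and 33.2% of GM replicates 1 and 2 and 41.3% and 25.6% of 3d DM replicates 1 and 2. The log2 median-of-ratios factors were 0.23 and -0.00 in GM and -0.37 and 0.14 in 3d DM, a mean shift of 0.23 toward GM that the log2 fold changes given here contain. Values were kept as deposited and tested as log2(value + 1) with limma with an intensity trend and Benjamini-Hochberg adjustment, for the 11406 genes with at least 2 cpm in at least 2 libraries. Log2 fold changes are GM minus 3d DM on that scale, which understates the change of low genes. With the deposited values, the standard error from limma followed the intensity of a gene and hardly its own replicates. It was 0.45 for *AI464131*, with 354.8 and 87.4 in GM replicates 1 and 2, and 0.46 for *Zfp462*, with 378.4 and 392.4. These standard errors and their p-values therefore do not measure a gene's own replicate spread. Across the tested genes the log2 values correlated with Pearson r = 0.950 between the GM replicates and 0.982 between the 3d DM replicates, and with r from 0.741 to 0.821 between libraries of different states. Genes are not independent replicates. In Supplementary Table 3, the authors' own test, 11418 genes are listed, of which the copy used here holds the 1998 with the lowest log2 fold changes (GM to 3d DM).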

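Of the 862 genes in Supplementary Table 1, 838 were tested in the RNA-seq, and 133 of them (15.9%) had an adjusted p under 0.05 in limma, 90 with higher expression in GM and 43 with higher expression in 3d DM. With an absolute log2 fold change over 1.5 as a further criterion, 87 genes remained, 56 higher in GM and 31 higher in 3d DM. After rescaling of the libraries, chosen for this comparison after seeing the data, the count was 189 with median-of-ratios factors (106 higher in GM and 83 higher in 3d DM) and 194 with trimmed-mean factors (112 and 82). All 14 genes of Supplementary Table 4 were among the tested genes, and 4 of them had an adjusted p under 0.05 (*Zfp568*, *AI464131*, *Zfp703* and *D1Ertd622e*), with 9 under an unadjusted p of 0.05. *Zfp703* (Entrez 353310; chromosome 8 from 26977325 to 26981461) had values of 851.6 ± 20.7 in GM and 263.4 ± 89.4 in 3d DM (mean ± SD, n = 2; log2 fold change 1.73, standard error 0.45, adjusted p = 0.00116 from limma). *Zfp568* (Entrez 243905; chromosome 7 from 29983955 to 30028282) had 369.7 ± 33.2 in GM and 1196 ± 254 in 3d DM (n = 2; log2 fold change -1.68, standard error 0.44, adjusted p = 0.00135 from limma). *AI464131* had 354.8 and 87.4 in GM replicates 1 and 2 and 774.6 and 906.3 in the 3d DM replicates (log2 fold change -2.24, adjusted p = 1.2e-05 from limma), and the log2 fold change was -1.24 without GM replicate 2. *D1Ertd622e* was near the threshold, with a log2 fold change of 1.28 (adjusted p = 0.0468 from limma), and did not pass it with median-of-ratios rescaling (1.06, adjusted p = 0.0509). Its adjusted p-values from limma ranged from 0.0377 to 0.458 over all alternatives. The 0.458 came without the filter on low values, and the next highest was 0.166, with the replicate number as a block. In total, 5 of the 14 genes had a higher value in GM and 9 had a higher value in 3d DM.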

Of the 14 common transcripts, 7 were zinc finger proteins. 

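By symbol (Zfp, Zbtb, Zscan or Zkscan followed by a digit), 7 of the 14 genes of Supplementary Table 4 are zinc finger genes, namely *Zfp839*, *Zfp943*, *Zfp282*, *Zfp369*, *Zfp462*, *Zfp568* and *Zfp703*. Their listed peaks lie in the CDS, at its end or in the 3′ UTR, for example from 26978845 to 26979321 on chromosome 8 (mm10) in the CDS of *Zfp703* and from 30023233 to 30023647 on chromosome 7 over the end of the CDS and the 3′ UTR of *Zfp568*. *Zfp462* and *Zfp703* had higher RNA-seq values in GM, and the other 5 had higher values in 3d DM. *Zfp839* had the lowest values of the 7, at 29.5 ± 10.5 in GM and 52.0 ± 13.5 in 3d DM (mean ± SD, n = 2). *Zfp462* had 385.4 ± 9.90 in GM and 185.3 ± 12.7 in 3d DM (n = 2). Among all 133 genes of Supplementary Table 1 with an adjusted p under 0.05 in limma, 3 (2.3%) were zinc finger genes by the same rule, and under median-of-ratios rescaling, which for these lists was chosen after seeing the data, the number was 6.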

To evaluate the effect of m^6^A-modification on individual gene expression, we compared whether having at least one m^6^A-modification predicted relative gene expression (Fig. 2a). 

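Log2 fold changes (GM/3d DM) of the tested genes were compared between 8007 genes with a peak in at least 1 GM library and 3399 genes with none. The medians were 0.25 and 0.15, a difference of 0.10 (two-sided Kolmogorov-Smirnov test, p = 4.3e-28, n = 8007 and n = 3399 genes). The log2 fold change was above 0 for 65.8% of genes with a peak and 57.3% of genes without. Both medians contain the shift of all genes toward GM in the deposited values. With median-of-ratios rescaling, chosen for this comparison after seeing the data, the difference remained 0.10, with medians of 0.02 and -0.08. The log2 fold change was then above 0 for 51.6% of genes with a peak and 45.8% of genes without. The p-value treats genes as independent, which they are not. To allow for expression level, the median was also set against 10000 random lists of 8007 genes matched on mean expression. Random lists treat genes as independent too, so they do not answer that limit. The matched lists had medians from 0.22 to 0.24 (central 95%), and the excess of the genes with a GM peak over their mean was 0.02, above all 10000 lists. The lists were drawn from all tested genes, whose median was 0.22, and so hold many genes with a peak. The excess can therefore not be set against the difference of 0.10, and does not show how much expression level accounts for. The comparison moved most when only genes with at least 2 cpm in every library were kept, where the difference was 0.02 (p = 0.391, n = 7676 and n = 2536 genes). The difference was 0.05 without GM replicate 2, 0.17 without GM replicate 1 and 0.16 without 3d DM replicate 2.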

Overall, transcripts with at least one enriched m^6^A-modification site in myoblasts during proliferation (i.e., GM samples) were moderately more likely to have increased gene expression; increased expression was determined by fold change >1.0 (GM/3d DM) for transcripts in the RNA-seq dataset (Fig. 2a).

**Fig. 2:**
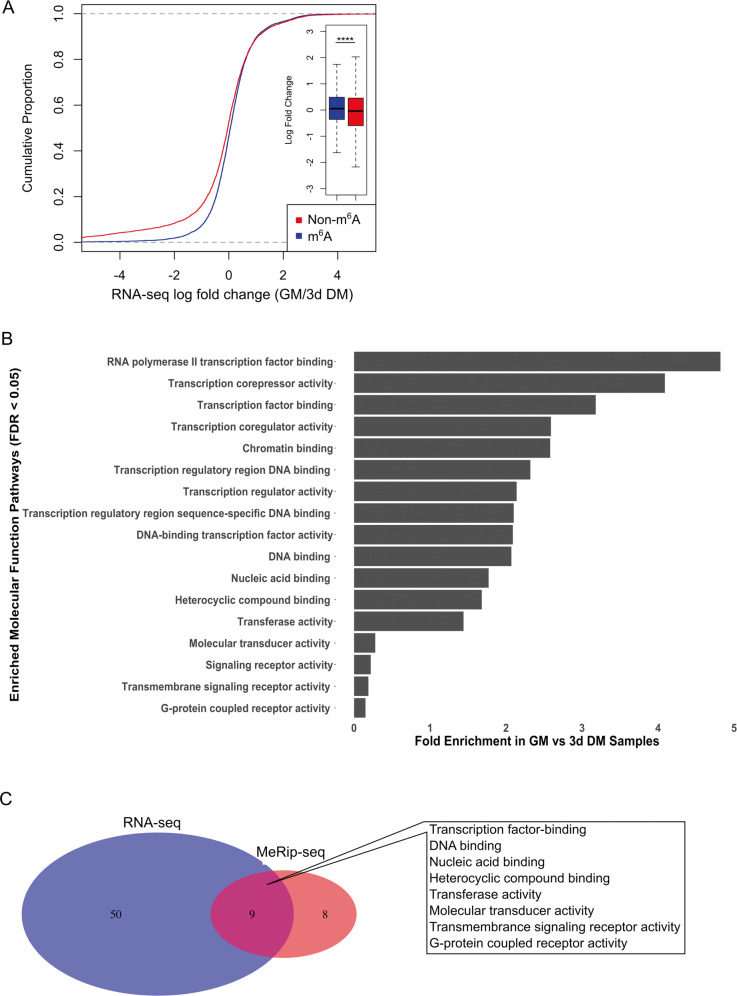
MeRIP-seq analysis identifies transcriptional regulation as the main target of m^6^A-modification during C2C12 myoblast proliferation. **a** The abundance of m^6^A-modified vs. non-m^6^A-modified mRNAs in GM based on RNA-seq comparing GM vs. 3d DM samples. m^6^A-modification was determined by MeRIP-seq. Inset, box plot of the mRNA log fold change (GM/3d DM) of m^6^A-modified and non-m^6^A-modified mRNAs. ****P < 2.2 × 10^−16^ (two-sided Kolmogorov–Smirnov test). **b** Enriched PANTHER GO-slim Molecular Function Pathways identified from m^6^A-enriched genes in GM vs. 3d DM samples. **c** Venn diagram displaying overlap of GO-slim Molecular Function Pathways overrepresented in GM vs. 3d DM samples in both RNA-seq (blue) and MeRIP-seq (red) datasets.

To identify Molecular Function Pathways associated with the m^6^A-modified mRNAs that were overrepresented in GM, we performed PANTHER GO-slim Molecular Function analysis (Fig. 2b, Supplementary Table 5)^16^. An emerging theme from the PANTHER analysis was that m^6^A-modified transcripts that clustered into related Molecular Function Pathways were related to transcriptional regulation (e.g., *transcription factor binding*, *transcription coregulator activity*, and *chromatin binding*). 

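In the RNA-seq comparison, 1936 of the 11406 tested genes had an adjusted p under 0.05 in limma, 1136 with higher and 800 with lower expression in GM. With the fold change criterion of the pathway analysis (absolute log2 fold change over 1.5), 1474 genes were left, 823 higher and 651 lower in GM. The split depends on the scaling of the libraries. With median-of-ratios rescaling, 1282 genes were higher and 1365 lower in GM, 48.4% against 58.7% higher in GM with the deposited values. Of the 1936 genes, 1928 had every GM value above every 3d DM value or the reverse, which chance gives for 33.3% of genes with 2 libraries against 2 and which 6133 of the 11406 tested genes showed. Genes that mark the 2 states differed between them. The proliferation gene *Mki67* (Entrez 17345) had 3622 ± 51.6 in GM and 603.3 ± 222 in 3d DM (mean ± SD, n = 2; log2 fold change 2.63, adjusted p = 1.4e-08 from limma). Embryonic myosin heavy chain *Myh3* (Entrez 17883) had 1068 and 273 in GM replicates 1 and 2 and 33485 and 51674 in 3d DM replicates 1 and 2 (log2 fold change -6.26, adjusted p = 5.6e-50 from limma). The size of these p-values depends on the scaling, and they do not measure the genes' own replicate spread. With median-of-ratios rescaling, the adjusted p from limma was 0.00188 for *Mki67* and 0.00201 for *Myh3*, at log2 fold changes of 2.41 and -6.49. *Mymk*, which encodes a protein of myoblast fusion, and the creatine kinase gene *Ckm* had log2 fold changes of -4.82 and -5.38, and both were also several-fold higher in GM replicate 1 than in GM replicate 2. The 3 genes with the largest log2 fold changes toward GM were *Prl2c3* (8.52), *Prl2c2* (8.27) and *Nefl* (7.78), where *Prl2c2* and *Prl2c3* are near-identical copies, so that their separate values are uncertain. The 3 with the largest changes toward 3d DM were *Myl2*, *Cilp* and *Myl4*. *Myl4* had 113.1 ± 35 in GM and 19625 ± 2321 in 3d DM (n = 2; log2 fold change -7.46, adjusted p = 4.4e-66 from limma). With median-of-ratios rescaling its log2 fold change was -7.68 and its adjusted p was 4.9e-04 from limma. *Myl2* is listed at 1.60e-17 and 1.38e-17 in GM replicates 1 and 2, in effect 0, and at 506.8 and 322.3 in 3d DM replicates 1 and 2. *Cilp* had 3.22 and 0.00 in GM and 553.4 and 766.7 in 3d DM.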

We next performed PANTHER GO-slim analysis on differentially regulated transcripts during GM compared to 3d DM, based on bulk RNA-seq results (Supplementary Table 6); we identified nine overlapping Molecular Function Pathways between the RNA-seq and MeRIP-seq analyses (Fig. 2c and Supplementary Table 7). Similar to our analysis at the single transcript level, the incomplete overlap of affected Molecular Function Pathways between the MeRIP-seq and RNA-seq datasets indicates that some of the functional outcomes of m^6^A-modifications during GM are beyond enhanced transcript stabilization and/or decay.

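The same comparison at the level of single genes was made against the genes that could have met both criteria, that is, tested genes with a peak in at least 1 library. Of the 838 tested genes in Supplementary Table 1, 15.9% were differentially expressed, against 16.3% (1289 of 7916) of the other genes with a peak (odds ratio 0.97, two-sided Fisher's exact test, p = 0.806). With at least 2 cpm required in 3 libraries the odds ratio was 1.11 (Fisher's exact test, p = 0.311), so neither direction was distinguishable from 1. PANTHER annotations were not used here, and the overlap of pathways was not recomputed. From the incomplete overlap of both single transcripts and pathways between MeRIP-seq and RNA-seq, the paper reasons that some functional outcomes of m6A during proliferation lie beyond transcript stabilization or decay.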

### Characterization of the differentiation-specific m^6^A profile at the individual transcript level

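Supplementary Table 2 lists the peaks that the authors' comparison called higher in 3d DM, in 573 lines that merge into 346 distinct peaks and carry 339 different gene symbols in the copy used here. Of these lines, 94.1% lay over a peak called in 3d DM replicate 1 and 65.4% over one called in 3d DM replicate 2, while 45.9% lay over a peak of GM replicate 1 and 19.7% over a peak of GM replicate 2. In both 3d DM libraries but neither GM library a peak was called for 142 lines, and in all 4 libraries for 89 lines (15.5%). The lists for GM and 3d DM have 22 genes in common.

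**Figure D2:**
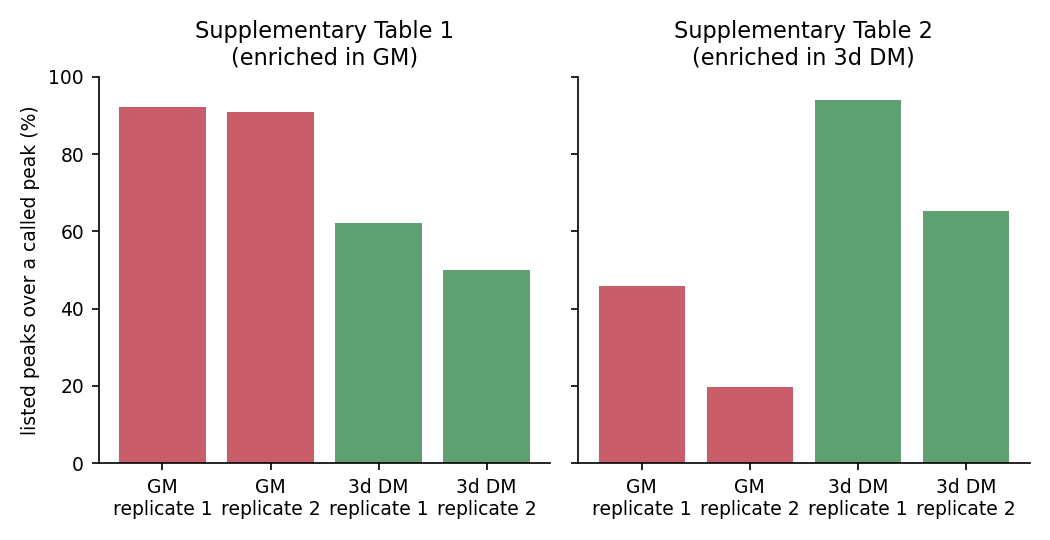
Share of the listed peaks (vertical axis, %) of Supplementary Table 1 (left) and Supplementary Table 2 (right) that lie over a peak called in each of the 4 libraries, with 1 bar per library. For Table 2 the bar of 3d DM replicate 1 (94.1%) stands well above that of 3d DM replicate 2 (65.4%), whereas for Table 1 the GM bars are nearly equal (92.2% and 90.9%).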

We repeated the analysis for transcripts that emerged as m^6^A-enriched in the 3d DM MeRIP-seq dataset; 573 m^6^A peaks were identified as associated with 340 unique genes that were significantly enriched in 3d DM vs. GM samples (Fig. 1c). Using fold change, the top 10 m^6^A-enriched transcripts in 3d DM were *Flcn*, *Zfp712*, *Zfp59*, *Zfp964*, *Atxn712*, *Gsdme*, *Taf12*, *Col23a1*, *Ankfy1*, and *Cep851* (Supplementary Table 2). 

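*Flcn* (Entrez 216805) has its listed peak at the end of the 3′ UTR, on chromosome 11 of mm10 from 59791408 to 59791557, where the paper's fold change (GM to 3d DM) is 0.08. It had 2 and 1 peak lines in 3d DM replicates 1 and 2, none in GM replicate 1 and 5 in GM replicate 2, and its RNA-seq values were 290.8 ± 73.5 in GM and 567.6 ± 246 in 3d DM (mean ± SD, n = 2; adjusted p = 0.17 from limma). Both 3d DM values were above both GM values, but the difference did not pass 0.05. *Zfp712*, *Zfp964* and *Col23a1* had peak lines in 3d DM replicate 1 only. *Gsdme* (Entrez 54722) had 5 and 4 peak lines in 3d DM replicates 1 and 2, 4 in GM replicate 1 and none in GM replicate 2, and its expression was higher in GM, at 79.3 ± 12.8 against 20.7 ± 8.74 in 3d DM (n = 2; log2 fold change 1.94, standard error 0.59, adjusted p = 0.00893 from limma). *Col23a1* (Entrez 237759), with a listed peak in the 3′ UTR on chromosome 11 from 51580266 to 51580835, was expressed at 5.28 and 3.01 in GM replicates 1 and 2 and at 68.1 and 50.3 in the 3d DM replicates (log2 fold change -3.57, standard error 0.7, adjusted p = 6.5e-06 from limma). Of the 9 transcripts that passed the filter, *Gsdme* and *Col23a1* alone had an adjusted p under 0.05. With median-of-ratios rescaling *Flcn* also did (adjusted p = 0.0187), where its adjusted p-values ranged up to 0.681 over the alternatives. For *Taf12* and *Ankfy1* the authors' lists hold a peak higher in GM and another peak higher in 3d DM. No peak was called in any library on the gene that the files name *Atxn7l2*.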

Only six transcripts were both differently regulated in the RNA-seq dataset and m^6^A-enriched in 3d DM based on the MeRIP-seq dataset (Supplementary Table 8). 

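Of the 339 genes in Supplementary Table 2, 334 were tested in the RNA-seq, and 57 (17.1%) had an adjusted p under 0.05 in limma, 38 with higher expression in 3d DM and 19 with higher expression in GM. Among the other tested genes with a peak the share was 16.2% (1364 of 8420), an odds ratio of 1.06 (two-sided Fisher's exact test, p = 0.65). With median-of-ratios rescaling, chosen for this comparison after seeing the data, 101 genes were called and the odds ratio was 1.42 (Fisher's exact test, p = 0.00467). The 6 genes of Supplementary Table 8 were all tested. *Zfp322a* had an adjusted p under 0.05 (Entrez 218100; 215.4 ± 76.2 in GM and 567.8 ± 64.3 in 3d DM, mean ± SD, n = 2; log2 fold change -1.44, standard error 0.45, adjusted p = 0.0126 from limma). Its adjusted p-values ranged from 0.00784 to 0.347 over the alternatives, where 0.347 came without the filter on low values. Of the 6 genes, 4, with *Zfp322a* among them, passed 0.05 with median-of-ratios rescaling. With the replicate number as a block in limma, 0 of the 6 passed, and *Zfp322a* had an adjusted p of 0.0899. *Tnfrsf23*, *Zfp322a*, *Gm5113* and *Mfap1b* had higher values in 3d DM, and *Zfp365* and *Zfp382* had higher values in GM.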

Similar to GM, in 3d DM having at least one m^6^A-modification enrichment site present on transcript tended to increase the likelihood that the corresponding transcript was expressed to a greater degree in 3d DM vs. GM (Fig. 3a).

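For 3d DM, 7831 tested genes with a peak in at least 1 3d DM library were compared with 3575 genes without. The median log2 fold change (3d DM/GM) was -0.18 with a peak and -0.34 without, a difference of 0.16 (two-sided Kolmogorov-Smirnov test, p = 9.0e-36, n = 7831 and n = 3575 genes). The log2 fold change was above 0 for 38.9% of genes with a peak and 32.1% of genes without in the deposited values, and for 53.1% and 43.7% with median-of-ratios rescaling. Random lists matched on mean expression had medians from -0.24 to -0.22 (central 95%), and the genes with a 3d DM peak exceeded their mean by 0.05, above all 10000 lists. These lists too were drawn from all tested genes, those with a peak included, so the 0.05 cannot be set against the 0.16. The test and the lists both treat genes as independent, which they are not. With each input library left out in turn, the difference lay between 0.16 and 0.19. For the genes of Supplementary Table 2 alone, the median was -0.01 against -0.23 for the other tested genes, a difference of 0.22 (p = 2.0e-06, n = 334 and n = 11072 genes).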

**Fig. 3:**
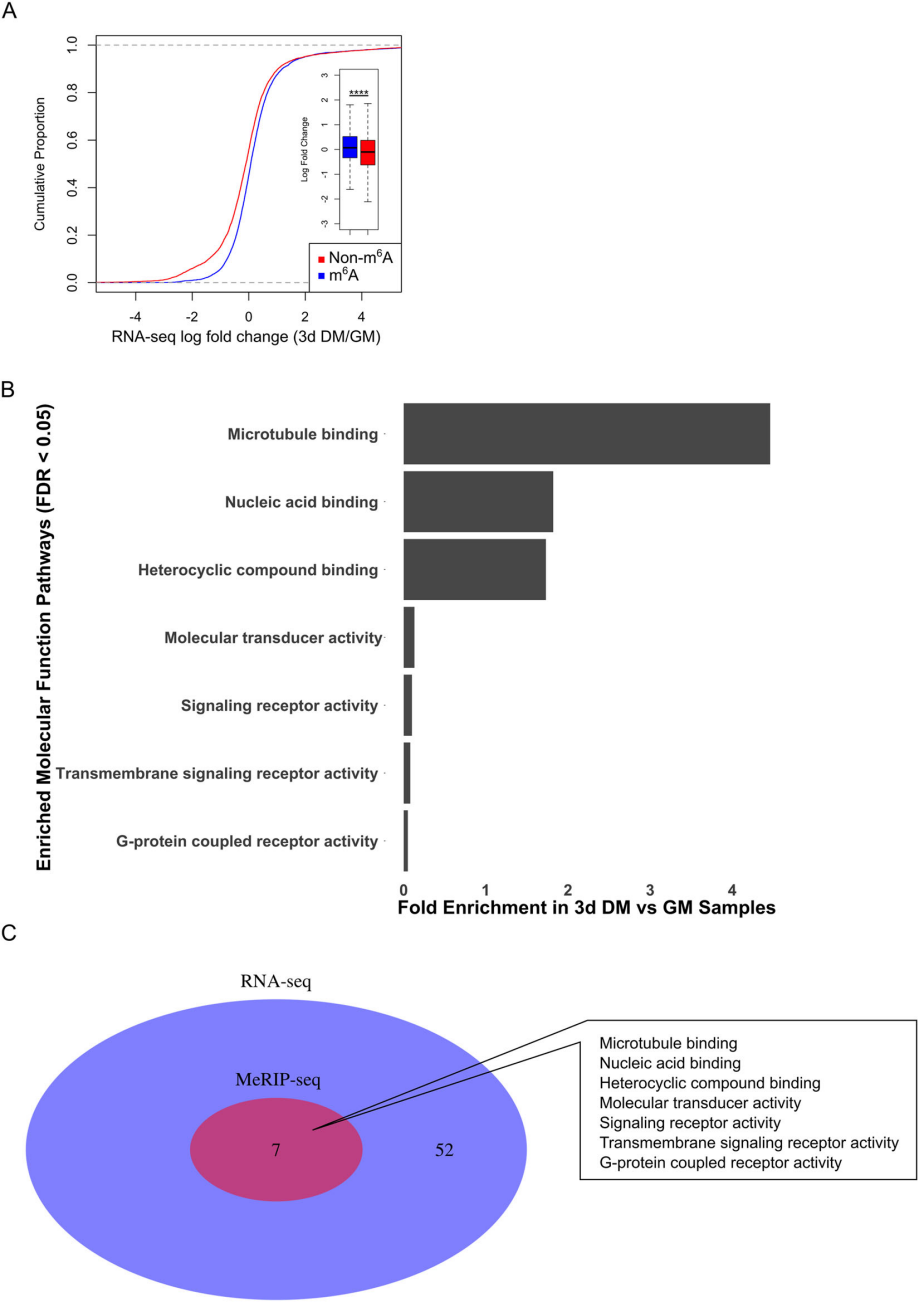
MeRIP-seq analysis identifies microtubule binding as a main target of m^6^A-modification during C2C12 myoblast differentiation. **a** The abundance of m^6^A-modified vs. non-m^6^A-modified mRNAs in 3d DM based on RNA-seq comparing 3d DM vs. GM samples. m^6^A modification was determined by MeRIP-seq. Inset, box plot of the mRNA log fold change (3d DM/GM) of m^6^A-modified and non-m^6^A-modified mRNAs. ****P < 2.2 × 10^−16^ (two-sided Kolmogorov–Smirnov test). **b** Enriched PANTHER GO-slim Molecular Function Pathways identified from m^6^A-enriched genes in 3d DM vs. GM samples. **c** Venn diagram displaying overlap of GO-slim Molecular Function Pathways overrepresented in 3d DM vs. GM samples in both RNA-seq (blue) and MeRIP-seq (red) datasets.

PANTHER GO-slim Molecular Function Pathway analysis revealed fewer Molecular Function Pathways related to transcriptional regulation than appeared in the GM dataset (Figs. 2b, 3b). The most prominent pathway enriched in 3d DM was *microtubule binding* (Fig. 3b and Supplementary Table 8). Furthermore, unlike in GM, all Molecular Function Pathways identified in the MeRIP-seq dataset emerged as enriched in the RNA-seq dataset suggesting a closer link to m^6^A-modification and transcript abundance in 3d DM than in GM (Fig. 3c and Supplementary Tables 5, 9, 10).

### Mettl3 regulates the myoblast transition from proliferation to differentiation

We hypothesized that m^6^A levels were enriched in GM samples due to increased expression of the active m^6^A writer *Mettl3*. To model MuSC activity during regeneration, C2C12 myoblast and primary mouse myoblasts were cultured then prompted to differentiate in vitro by serum restriction; *Mettl3* expression levels markedly declined in both C2C12 myoblast (Fig. 4a) and primary mouse myoblasts (Fig. 4b) after differentiation initiation.

**Fig. 4:**
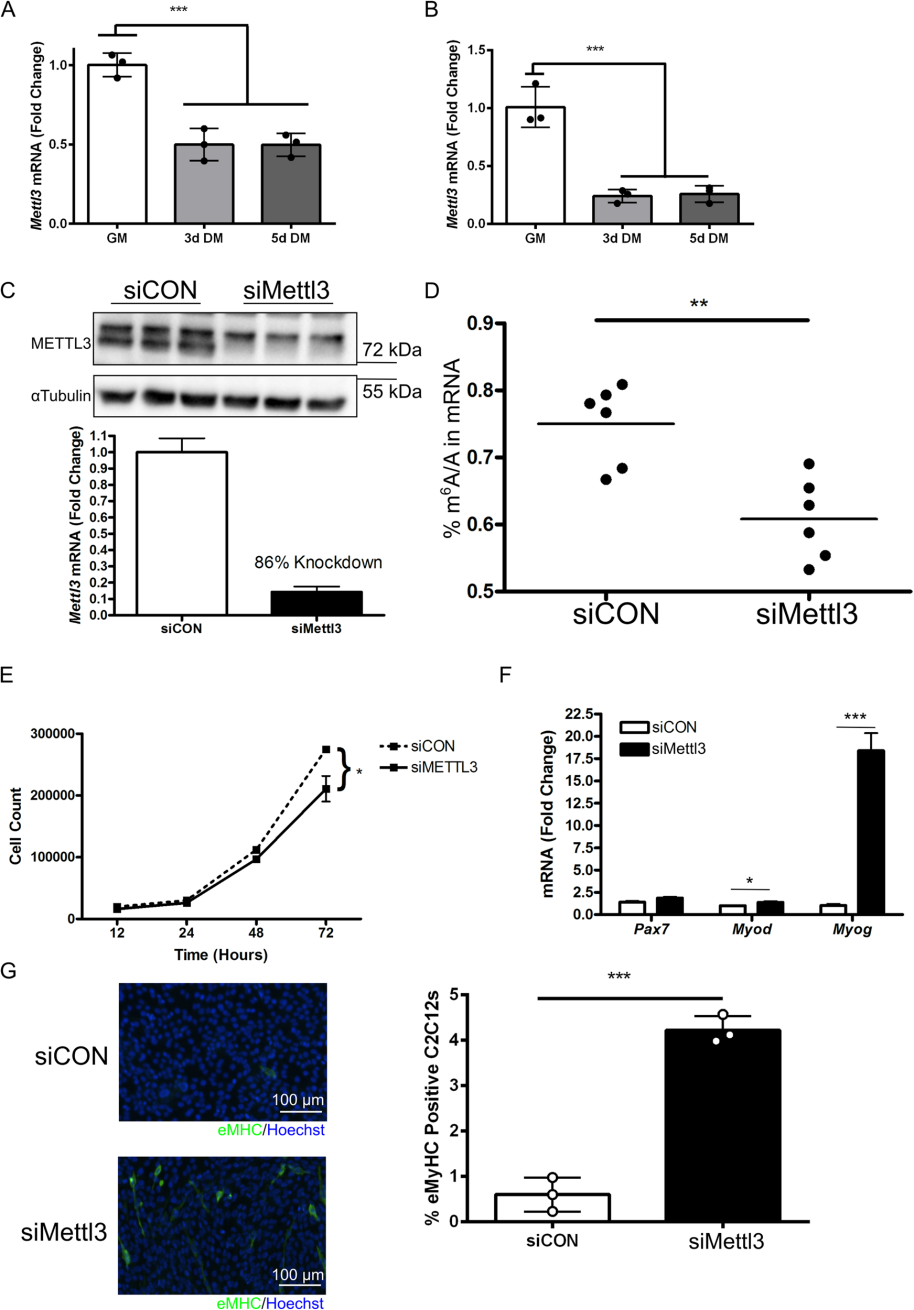
*Mettl3* knockdown forces premature myoblast differentiation. **a** *Mettl3* gene expression levels were assessed via qPCR in C2C12 myoblasts in GM as well 3d and 5d DM (*n* = 3). ***P < 0.001. **b** Gene expression levels of *Mettl3* were measured via qPCR in GM as well 3d and 5d DM in primary mouse myoblasts (*n* = 3). ***P < 0.001. **c** siRNA targeting *Mettl3* was applied to C2C12 myoblasts for 2 days in proliferation favoring media and protein levels (immunoblotting) and gene expression (qPCR) levels of *Mettl3* demonstrated an efficient knockdown (*n* = 3). **d** mRNA was isolated from C2C12 myoblasts after 2 days of siMettl3 or siCON and global m^6^A-modification levels were determined via by LC–MS (*n* = 6). **P < 0.01. **e** Total C2C12 myoblast number was counted at the time points indicated after treatment with siMettl3 or siCON (*n* = 3). *P < 0.05. **f** Gene expression levels of *Pax7*, *Myod1*, and *Myog* were measured via qPCR after 2 days of siMettl3 or siCON (*n* = 3). *P < 0.05; ***P < 0.001. **g** Immunocytochemistry for eMHC in C2C12 cells (left) and quantification (right) after 2 days of siMettl3 or siCON (*n* = 3). ***P < 0.001.

To determine if prevention of m^6^A-modification deposition alone was adequate to initiate differentiation, C2C12 myoblasts were treated with siRNA targeting *Mettl3* (Fig. 4c), which was successful in reducing the frequency of m^6^A-modification (Fig. 4d). Knockdown of *Mettl3* reduced cell count (Fig. 4e). We next evaluated the effect of *Mettl3* knockdown on MRFs associated with proliferation (*Pax7*), early differentiation (*Myod1*), and late differentiation (*Myog*). Gene expression of *Myod1* and *Myog* were significantly increased after *Mettl3* knockdown (Fig. 4f). Finally, *Mettl3* knockdown significantly increased the number of C2C12 myoblasts expressing eMHC, a marker of terminal differentiation (Fig. 4g), indicating a transition from proliferation to differentiation despite cells being cultured in proliferation favoring media. Altogether these data support a model whereby *Mettl3* knockdown in proliferating C2C12 myoblasts reduces global levels of m^6^A-modification and causes premature differentiation of myoblasts.

### Mettl3 knockdown affects primary MuSC engraftment

To test the effect of *Mettl3* knockdown on primary mouse MuSCs, MuSCs were isolated from CMV-*luc* mice, treated with one of four different short-hairpin constructs targeting *Mettl3* (shMettl3) or a nonmammalian control (shCON, Fig. 5a); the two most effective constructs at reducing *Mettl3* levels were used for transplantation experiments. Knockdown of *Mettl3* in primary mouse MuSCs effectively reduced luciferase expression (a surrogate for nuclei number, Fig. 5b) and percent confluence (Supplementary Fig. 2A) after 7 days of culture in a proliferation favoring media. When *Mettl3* was knocked down prior to transplantation the likelihood for engraftment and bioluminescent expression of engrafted MuSCs improved (Fig. 5c, d). Additionally, we performed serial transplants to identify if MuSCs maintained engraftment potential; however, none of the shMettl3 or shCON transplants were capable of engraftment upon secondary transplantation, indicating no MuSCs were retained in a stem like state after primary transplantation (data not shown).

**Fig. 5:**
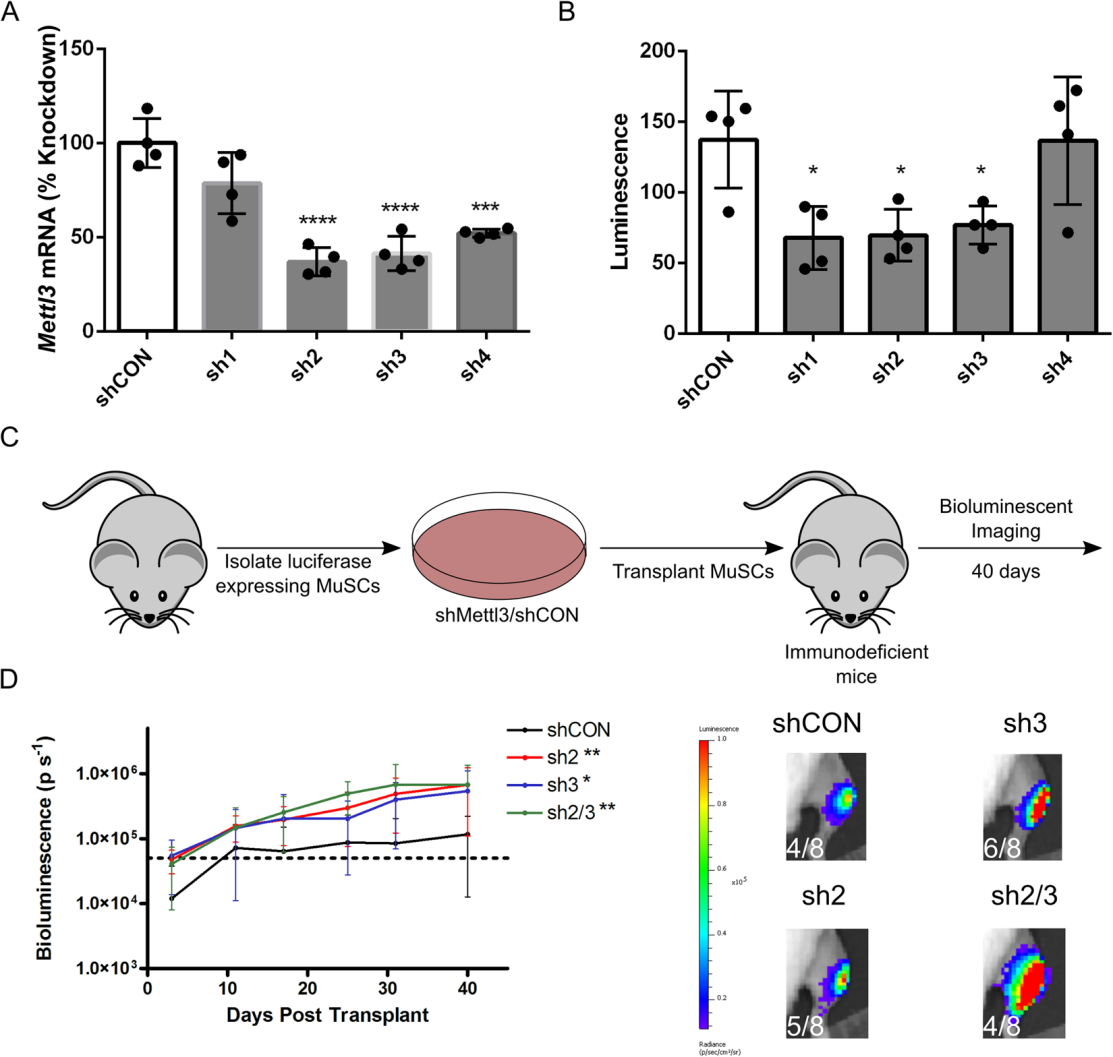
*Mettl3* knockdown enhances MuSC engraftment after primary transplantation. **a** Primary mouse MuSCs were isolated from CMV-*luc* mice, treated with shRNAs targeting *Mettl3* or a nonmammalian control sequence, and cultured for 7 days prior to measuring *Mettl3* gene expression levels via qPCR (*n* = 4). ***P < 0.001; ****P < 0.0001. **b** Luminescence was measured in primary mouse MuSCs after 7 days of culture and treatment with shMettl3 or shCON (*n* = 4). *P < 0.05. **c** Schematic of primary mouse MuSC transplantation strategy; Primary mouse MuSCs were isolated from CMV-*luc* mice and transplanted into the TA of NSG knockout mice (*n* = 8 transplants per condition) and followed for 40 days. **d** Bioluminescence was measured at the time points indicated (left) and representative images are shown with the number of transplants with successful engraftment indicated (right). *P < 0.05; **P < 0.01 (main effect of shRNA, one-way ANOVA).

## Discussion

In the experiments described here, we provide the first evidence that global m^6^A levels increase after skeletal muscle injury at a time point corresponding with rapid MuSC proliferation. Additionally, the use of LC–MS m^6^A measurement and MeRIP-seq build upon an earlier report that showed, using the RNA dot blot method, global m^6^A levels in primary mouse myoblasts or C2C12 myoblasts are increased during proliferation and decline during differentiation in vitro^10^. Our MeRIP-seq analysis extended previous findings showing that not only are global m^6^A levels greater in proliferation, but that there are also unique subsets of transcripts which are preferentially methylated in different cell states (i.e., proliferation and differentiation).

The transition from myoblast proliferation to differentiation is accompanied by drastic alterations in the transcriptome^17–19^. Transcriptional changes influencing MuSC/myoblast state transitions have been shown to be affected by a number of processes including changes in DNA and histone methylation of the MRFs^20^. This study provides the first, comprehensive identification of transcripts that are m^6^A-modified in myoblasts during proliferation and in early differentiation. We found no differences in methylation of transcription factors known to drive MuSC state changes such as *Pax7*, *Myod1*, or *Myog* suggesting that the MRFs are not direct targets of dynamic m^6^A-modification but rather, changes in their expression resulting in altered cell state is a secondary effect. 

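*Pax7*, *Myod1* and *Myog* are in neither Supplementary Table 1 nor Supplementary Table 2, and each had at least 1 peak line in all 4 libraries. *Pax7* (Entrez 18509; chromosome 4 from 139737062 to 139833528 on mm10) had 1 and 2 peak lines in GM replicates 1 and 2 and 2 and 1 in the 3d DM replicates. *Myod1* (Entrez 17927; chromosome 7 from 46376474 to 46379099) had 1 in each library, with fold enrichments of 3.36 and 1.75 in GM and 2.55 and 2.95 in 3d DM. *Myog* (Entrez 17928; chromosome 1 from 134289989 to 134292548) had 1 in each library except 3d DM replicate 2, which had 2. In the RNA-seq, *Myog* was higher in 3d DM, at 8447 ± 4321 against 614.3 ± 556 in GM (mean ± SD, n = 2; log2 fold change -4.06, standard error 0.42, adjusted p = 2.6e-20 from limma). The standard error does not measure the spread between the *Myog* replicates, which was wide. With single libraries left out, the log2 fold change of *Myog* ranged from -5.15 to -2.96. With median-of-ratios rescaling the log2 fold change of *Myog* was -4.28 and its adjusted p was 0.00765 from limma. *Pax7* (52.9 ± 3.9 in GM and 64.7 ± 18.6 in 3d DM; log2 fold change -0.26, adjusted p = 0.848 from limma) and *Myod1* (1421 ± 413 and 1331 ± 445; log2 fold change 0.10, adjusted p = 0.921 from limma) differed by less than the replicate spread. Their direction changed with single libraries left out, to 0.04 for *Pax7* without 3d DM replicate 2 and to -0.24 for *Myod1* without 3d DM replicate 1. The related factor *Myf5* (Entrez 17877) is in Supplementary Table 1, with a peak on chromosome 10 between 107483562 and 107485688 over the CDS and the 3′ UTR and a paper fold change of 1.66. *Myf5* had 1 peak line in each GM library and none in 3d DM, where its RNA was also lower, at 89.8 ± 44.3 against 376.3 ± 29.8 in GM (n = 2; log2 fold change 2.14, standard error 0.48, adjusted p = 1.2e-04 from limma).

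**Figure D3:**
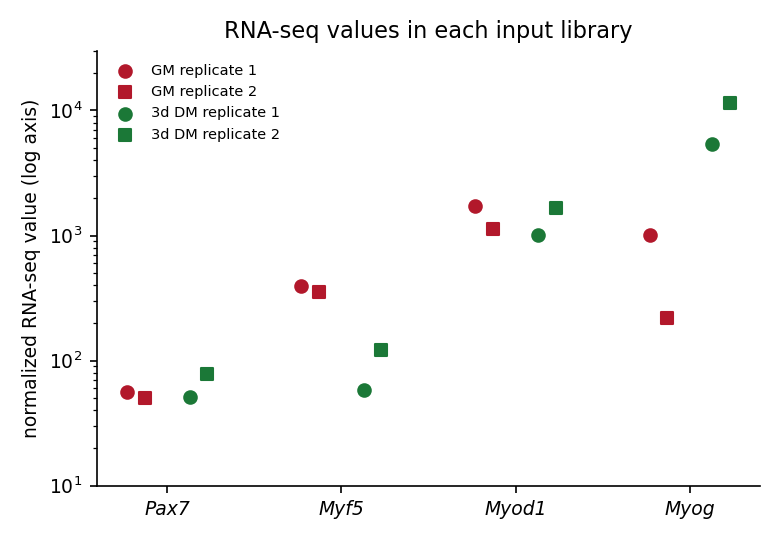
Normalized RNA-seq value (vertical axis, log scale) of *Pax7*, *Myf5*, *Myod1* and *Myog* in each of the 4 input libraries, red for GM and green for 3d DM, with circles for replicate 1 and squares for replicate 2. The points of the states overlap for *Pax7* and *Myod1* and are apart for *Myf5* and *Myog*, and *Myog* is at 1008 in GM replicate 1 and 220.8 in GM replicate 2.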

Intriguingly, of the top m^6^A-enriched transcripts in GM and in 3d DM, many have not been previously linked to MuSC/myoblast function but have been demonstrated to regulate transcription and even cell state in other cell types. For example, a number of zinc finger proteins including *Zfp316* and *Zfp157* (in GM) as well as *Zfp712*, *Zfp59*, and *Zfp964* (in 3d DM) were among the top ten transcripts differentially m^6^A-enriched during proliferation and differentiation, respectively. 

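By the symbol rule, 35 of the 838 tested genes in Supplementary Table 1 (4.18%) are zinc finger genes, against 277 of the 7916 other tested genes with a peak (3.50%; odds ratio 1.2, two-sided Fisher's exact test, p = 0.326). In Supplementary Table 2 there are 16 among 334 (4.79%) against 296 of 8420 (3.52%; odds ratio 1.38, Fisher's exact test, p = 0.226). Set against all expressed genes, with or without a peak, the odds ratios were 1.41 and 1.61 (Fisher's exact test, p = 0.061 and 0.0749). With symbols of the Zfp type only they were 1.28 and 1.33 (Fisher's exact test, p = 0.201 and 0.323), so no comparison passed 0.05. *Zfp316* (Entrez 54201; listed peak in the CDS on chromosome 5 of mm10 from 143253322 to 143253501) and *Zfp157* (Entrez 72154; 3′ UTR on chromosome 5 from 138456177 to 138456327) are listed as higher in GM. Their RNA-seq values were 87.6 ± 17.4 and 101.4 ± 15.7 in GM and 126.1 ± 47.2 and 79.5 ± 13 in 3d DM (mean ± SD, n = 2). *Zfp59* (Entrez 22717; listed peak in the CDS on chromosome 7 from 27854048 to 27854197) is listed as higher in 3d DM and had peak lines in both GM libraries and in 3d DM replicate 1. *Zfp316*, *Zfp157*, *Zfp712* and *Zfp59* did not have an adjusted p under 0.05 in limma, and *Zfp964* was below the filter.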

While many of the zinc finger proteins that emerged from the MeRIP-seq dataset have not been previously implicated in MuSC/myoblast state transitions, the regulation of myogenic differentiation by other zinc finger proteins is well established^21^. Notably, *Zfp637* was identified as an m^6^A-enriched transcript in GM, compared to 3d DM. 

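*Zfp637* (Entrez 232337) lies on chromosome 6 of mm10 from 117841180 to 117845956, and its listed peak, from 117845165 to 117845956, covers the end of the CDS and the 3′ UTR, with a paper fold change of 1.51. It had 8 peak lines in each of the 4 libraries. The highest fold enrichment over input was 5.25 and 3.96 in GM replicates 1 and 2 and 2.93 and 2.92 in 3d DM replicates 1 and 2, so both GM values were above both 3d DM values. Its RNA-seq value was 216.4 ± 43.5 in GM and 201.3 ± 36.5 in 3d DM (mean ± SD, n = 2; log2 fold change 0.10, standard error 0.47, adjusted p = 0.933 from limma), a difference within the replicate spread whose direction changed with median-of-ratios rescaling (-0.12).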

*Zfp637* repression is reported to suppress C2C12 myoblast proliferation and its over expression prevents C2C12 myoblast differentiation^22^. Furthermore, the PANTHER GO-slim Molecular Function analysis revealed that 11/17 of the Molecular Function pathways that were overrepresented by m^6^A-enriched transcripts in GM (vs. 3d DM) were related to transcriptional regulation. Therefore, it appears likely that during proliferation, m^6^A-modification is used, in part, to affect the abundance of transcription regulating proteins, such as zinc finger proteins, which in turn define a transcriptional profile favoring cell cycle progression.

A dynamic pattern of *Mettl3* expression during myoblast state changes was observed however, the upstream regulation of this expression remains elusive. m^6^A has been shown to be responsive to a number of external cues such as heat shock^23^ or inflammatory challenges^24^ at the cellular level or restraint stress at the organismal level^25^. During skeletal muscle injury a number of changes to the MuSC microenvironment occur, including cytokine release from invading immune cell populations^26,27^ and release of growth factors from the extracellular matrix^28^. It is likely that one or a combination of these factors is able to repress *Mettl3* expression and drive the reduction in m^6^A levels observed, thereby facilitating the transition from proliferation to differentiation in MuSCs at the correct time.

Transplantation of *Mettl3-*knockdown MuSCs showed improved engraftment capacity compared to controls. Engraftment potential determined by bioluminescence imaging has been identified to be an approximate representation of maintenance of MuSC self-renewal, and therefore stem potential^29^, but is also influenced by the MuSCs’ niche colonization capability^30^. Culturing of MuSCs in vitro prior to transplantation, as was done in this study, is documented to prompt the transition from a stem to a progenitor like state and impair engraftment potential after transplantation^29,31,32^. We hypothesize that this enhanced engraftment capacity of *Mettl3*-knockdown MuSCs is due to increased resistance to activation, and delayed progression toward a progenitor like state, prior to transplantation, resulting in enhanced niche colonization capability. The failure of secondary transplants, from any condition, to engraft supports a loss of stem potential and underscores that the increase in bioluminescent signal observed in Mettl3-knockdown MuSCs was likely due to enhanced niche colonization and not maintenance of a stem like state. A delay to activation of MuSCs due to *Mettl3* knockdown supports a framework where the function of m^6^A-modification in MuSCs is to regulate transitions between cell states including quiescence to activation as well as proliferation to differentiation.

In conclusion, we elucidate METTL3-mediated m^6^A regulation as an important regulator of MuSC/myoblast state transitions and provide the first comprehensive map of m^6^A-modified transcripts during myoblast proliferation and differentiation. Future investigation into the biological function of the genes from the datasets developed here may glean new insight into the earliest stages of terminal differentiation commitment in MuSC/myoblasts. Furthermore, an understanding of the upstream signal that leads to the decline in *Mettl3* transcription upon differentiation initiation would be invaluable in understanding how MuSC-microenvironment communication underlies transcriptional changes that regulate the initial steps in myogenic differentiation.

## Materials and methods

### Mice and animal care

All mice were maintained according to the Guide for the Care and Use of Laboratory Animals and all procedures were approved by The Cornell University Institutional Animal Care and Use Committee. For skeletal muscle injury experiments, previously published B6.Cg-Pax7^tm1(Cre/ERT2)Gaka^/J mice^33^ (JAX: 017763) were crossed with B6N.129S6-Gt(ROSA)26Sor^tm1(CAG-tdTomato*,−EGFP)/Ees^/J mice^34^ (JAX: 005304) to produce the following mouse: Pax7^CreERT2^;Rosa26^nTnG^ (hereafter referred to as Pax7^nTnG^). Pax7^nTnG^ mice were used for all muscle injury experiments. Mice ubiquitously expressing luciferase, FVB-TG(CAG-luc,-GFP)L2G85Chco/J (JAX: 008450, CMV-*luc* mice)^35,36^, were used for the isolation of donor cells for transplantation experiments and were transplanted into immunodeficient NSG mice (NOD.Cg-Prkdc^scid^Il2rg^tm1Wjl^/SzJ, JAX: 005557)^37,38^. Animals were randomly assigned to treatment groups and the treatment group of samples derived from each animal were blinded to the investigator performing downstream analyses. The number of animals per experimental condition are reported in the figure legends and sample sizes were based on convention in the field.

### Skeletal muscle injury

To induce skeletal muscle injury, 50 µL of 1.2% BaCl_2_ (Sigma, St. Louis, MO, USA) was injected into the tibialis anterior (TA) muscle of Pax7^nTnG^ mice under isoflurane anesthesia. Mice were sacrificed at 0 (baseline), 1, 3, 5, and 10 dpi and the TA muscle was snap frozen in liquid nitrogen and stored at −80 °C until mRNA isolation.

### C2C12 myoblast culture

C2C12 myoblasts (ATCC, Manassas, VA, USA) were cultured in a growth medium containing high glucose Dulbecco’s Modified Eagle Medium (DMEM, Gibco, Gaithers MD, USA) supplemented with 10% fetal bovine serum, 4 mM Glutamax (Gibco, Gaithers MD, USA), and 1% penicillin–streptomycin (Corning, Pittston, PA, USA). Cultures were not tested for mycoplasma contamination. When cultures were between 80-100% confluent they were switched to a media containing high glucose DMEM supplemented with 2% heat-inactivated horse serum to promote differentiation. GM samples were taken after 24 h of culture in growth medium when cultures were ~50% confluent and DM samples were taken at various days after the switch to differentiation media, as indicated. All C2C12 myoblasts were used between passage 5 and 10 and were cultured in a 5% CO_2_ atmosphere at 37 °C on collagen (Type I, Rat Tail, Corning, Pittston, PA, USA) coated plates. As per convention in the field, all experiments were repeated at least three times for all cell culture experiments (excluding MeRIP-seq experiments) with specific values noted in the figure legends.

### Primary mouse myoblast culture

Passage 17–20 primary mouse myoblasts, obtained as previously described, were used^39^. Primary mouse myoblasts were cultured in a growth medium of 43% low glucose DMEM (Gibco, Gaithers MD, USA), 40% Ham’s F10 (Gibco, Gaithers MD, USA), 15% fetal bovine serum, 1% penicillin–streptomycin, 1% Glutamax, and 2.5 ng/mL basic fibroblast growth factor (Promega, Madison, WI, USA). When cultures were between 80 and 100% confluent, they were switched to a media containing 2% heat-inactivated horse serum. Similar to C2C12 myoblast experiments, GM samples were obtained at ~50% confluency (24 h after seeding) and DM samples at various days after the switch to differentiation media. Primary mouse myoblasts were seeded on collagen (Type I, Rat Tail) coated plates and maintained in a 5% CO_2_ atmosphere at 37 °C.

### m^6^A LC–MS

For analysis of m^6^A levels in skeletal muscle tissue, RNA was isolated using Trizol reagent (Ambion, Austin, TX, USA) according to the manufacturer’s instructions. For analysis of m^6^A levels in cell lysates and RNA isolated from skeletal muscle tissue mRNA was isolated via Dynabeads Oligo(dT)_25_ (Thermo Fisher Scientific, Waltham, MA, USA) as recommended by the manufacturer. The sample preparation and LC–MS method protocol was adapted from a previously published protocol^40^. One hundred nanograms of mRNA was incubated with 2 U nuclease P1 (Sigma, St. Louis, MO, USA) in a buffer of DEPC treated 25 mM NaCl and 2.5 mM ZnCl_2_ at 37 °C for 60 min to isolate individual nucleotides followed by incubation for 60 min at 37 °C with 0.5 U alkaline phosphatase (Roche, Basel, Switzerland) to remove all phosphate groups, thus producing nucleosides. Samples were then diluted to 200 µL with Di H_2_O. Adenosine (Sigma, St. Louis, MO, USA) and m^6^A (Toronto Research Chemicals, North York, Canada) standard curves were also prepared by serial dilution in Di H_2_O. Prior to injection into the LC/MS/MS system equipped with Accela autosampler and pump (Thermo Fisher Scientific, Waltham, MA, USA) and TSQ Quantum Access (Thermo Fisher Scientific, Waltham, MA, USA), samples and calibration points were mixed with an equal volume solution containing 10 µM of ^13^C_5_-Uridine (Toronto Research Chemicals, North York, Canada) in 0.1% formic acid in Di H_2_O as an internal standard. Ten microliters of sample was injected into a Phenomenex Luna C18 column (250 mm × 4.6 mm, 5 µm, Phenomenex, Torrance, CA, USA). An elution gradient of 0.1% formic acid in Di H_2_O and 0.1% formic acid in methanol at 0.45 mL/min was run as follows: 0 min, 10% methanol; 5 min, 99% methanol; 7 min, 99% methanol; 8 min, 10% methanol; 12 min, 10% methanol. XCalibur (Thermo Fisher Scientific, Waltham, MA, USA) software was used for quantification of m^6^A and adenosine. Multiple reaction monitoring (MRM) transitions in positive mode were: *m*/*z* 282–150 for m^6^A and *m*/*z* 268–136 for adenosine. The m^6^A to total adenosine (m^6^A + total adenosine) peak area ratio was calculated and differences in ratios reported.

### MeRIP-sequencing

RNA for MeRIP-seq was isolated from C2C12 myoblasts using the Omega E.Z.N.A.^®^ Total RNA Kit I (Omega Bio-Tek Inc, Norcross, GA, USA). RNA quality was determined by denaturing agarose gel electrophoresis. mRNA was isolated from >120 µg total RNA using Arraystar Seq-Star^TM^ poly(A) mRNA Isolation Kit (ArrayStar Inc, Rockville, MD, USA) as per the manufacturer’s directions. Isolated mRNA was fragmented to a median size of 10 nt in 20 µL of a buffer containing 10 mM Zn^2+^ and 10 mM Tris-HCl (pH 7.0) for 7 min at 94 °C. Fragment size was confirmed by agarose gel electrophoresis. Ten percent of fragmented mRNA was saved for RNA-sequencing to serve as input control for MeRIP-seq. The remaining fragmented mRNA was used for m^6^A immunoprecipitation.

m^6^A immunoprecipitation was performed by combining fragmented mRNA with 2 µg anti-m^6^A antibody (Cat: 202 003, Synaptic Systems, Goettingen, Germany) and rotated head over tail for 120 min at 4 °C in 500 µL total volume. Twenty microliters of Dynabeads^TM^ M-280 sheep anti-rabbit IgG (clone 11204D, Thermo Fisher Scientific Waltham, MA, USA) were blocked with 0.5 mg/mL bovine serum albumin at 4 °C for 120 min. The blocked Dynabeads and fragmented mRNA/antibody mixture were combined for 120 min at 4 °C. The solution was then washed 3× with a buffer of 10 mM Tris-HCl (pH 7.4), 150 mM NaCl, and 0.1% NP-40 followed by 2× washes with a buffer comprised of 10 mM Tris-HCl (pH 7.4), 50 mM NaCl, and 0.1% NP-40. mRNA immunoprecipitated to the Dynabeads^TM^ was separated by incubation with 200 µL of an elution buffer [10 mM Tris HCl (pH 7.4) 1 mM EDTA, 0.05% SDS, 40 U proteinase K (Qiagen, Hilden, Germany)] for 30 min at 50 °C. mRNA was then extracted by phenol–chloroform and ethanol precipitated before sequencing.

The KAPA Stranded mRNA-seq Kit (Illumina, San Diego, CA, USA) was used to prepare the RNA-seq libraries for m^6^A immunoprecipitated mRNA and input control mRNA libraries. Quality of the libraries was determined using an Agilent 2100 Bioanalyzer. The HiSeq 3000/4000 PE Cluster Kit (Illumina, San Diego, CA, USA) was used to generate clusters from the prepared libraries following the manufacturer’s instructions. The clustered libraries were sequenced on an Illumina HiSeq 4000 system.

### MeRIP-sequencing analysis

The 5′, 3′-adaptor trimmed reads were aligned to the mm10 reference genome using HISAT2 (v2.1.0)^41^. ExomePeak was used for MeRIP peak calling and statistically significant MeRIP enriched regions (MeRIP peaks) were identified at the sample level with a significance threshold of *P* ≤ 0.05^42^. ExomePeak was also used to compare transcripts which were differentially m^6^A-modified between the GM and 3d DM samples with significance set at *P* ≤ 0.05^42^.

### RNA-sequencing analysis

The input control RNA-sequencing results were subjected to differential gene expression analysis using *edgeR*^43^ in RStudio (Version 3.6.1). Genes with at least two counts per million in at least three of the samples were kept for analysis.

### Pathway analysis

Pathway analysis was conducted using the PANTHER (version 14.1) GO-Slim Molecular Function Overrepresentation Test with a false discovery rate (FDR) correction^16^. PANTHER analysis was performed using lists of m^6^A-modified transcripts that were enriched (*P* < 0.05) in GM and separately on lists of transcripts that were enriched in 3d DM based on the MeRIP-seq dataset. PANTHER analysis was also performed using the list of transcripts that were differentially regulated between GM and 3d DM according to the RNA-seq data (FDR < 0.05, log fold change >1.5 or <−1.5).

### C2C12 myoblast siRNA transfection

C2C12 myoblasts were reverse transfected with siRNA-lipid complexes (RNAiMAX, Invitrogen, Carlsbad, CA, USA) targeting *Mettl3* (siMettl3, Cat: 4457298, Ambion, Austin, TX, USA) or a non-targeting control (siCON, Cat: 4390846, Ambion, Austin, TX, USA). C2C12 myoblasts were maintained in growth medium for 48 h after transfection prior to analysis of gene expression, protein expression, and global m^6^A levels.

### Quantitative RT-PCR

The Applied Biosystems High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA) was used to synthesize cDNA via reverse transcription of 2 µg RNA extracted using Omega E.Z.N.A.^®^ Total RNA Kit I (Omega Bio-Tek Inc, Norcross, GA, USA) as per the manufacturer’s directions. RNA quality and quantity were determined spectrophotometrically. Quantitative RT-PCR (qPCR) was used to measure mRNA levels of *Mettl3* (Mm01316319), *Pax7* (Mm0135484), *Myod1* (Mm00440387), and *Myog* (Mm00446195). Expression levels were normalized to *18S* (Mm03928990) expression using the Taqman Gene Expression System (Applied Biosystems, Foster City, CA, USA).

### Immunoblotting

Cell lysates were collected using RIPA buffer containing protease (cOmplete, Roche, Basel, Switzerland) and phosphatase (PhosSTOP, Roche, Basel, Switzerland) inhibitors. Following cell lysis, the protein fraction was cleared of other cellular debris via centrifugation (12,000 × *g*, 15 min, 4 °C). Ten micrograms of protein, as determined by the bicinchoninic acid assay (Thermo Fisher Scientific Waltham, MA, USA), was loaded on 10% SDS gels and transferred to PVDF membranes. Membranes were blocked with a chemiluminescent blocking buffer (bl∅k^TM^—CH, MilliporeSigma, Burlington, MA, USA) for 60 min at room temperature (RT) before being transferred into a solution containing either a METTL3 primary antibody (1:1000 dilution in chemiluminescent blocking buffer, overnight incubation at 4 °C, Cat: 15073-1-AP, Proteintech Group Inc, Rosemont, IL, USA) or an HRP-conjugated ɑ-TUBULIN primary antibody (1:1000 dilution in chemiluminescent blocking buffer, 60 min incubation at RT, Cat: 9099, Cell Signaling, Danvers, MA, USA). Membranes incubated with the METTL3 antibody were then washed 3 × 5 min in 0.1% Tween in tris-buffered saline following a 60 min incubation in goat anti-rabbit secondary antibody (1:100,000 dilution in chemiluminescent blocking buffer, Cat: SA00001-2, Proteintech, Rosemont, IL, USA,). Membranes were then incubated in SuperSignal^TM^ West Femto (Thermo Fisher Scientific, Waltham, MA, USA) for 1 min and visualized on the Bio-Rad ChemiDoc MP. METTL3 protein was normalized to α-TUBULIN expression using the ImageLab 4.1 software (Bio-Rad, Hercules, CA, USA).

### C2C12 myoblast population expansion assay

To determine the effect of *Mettl3* knockdown of cell number, C2C12 myoblasts that were cultured in 6-well cell culture dishes were counted using the Moxi Z Mini Automated Cell Counter (ORFLO Technologies, Ketchum, ID, USA) 12, 24, 48, and 72 h after seeding and siRNA transfection in growth medium.

### Immunocytochemistry

Immunocytochemistry was used to determine expression of eMHC. C2C12 myoblasts were fixed for 20 min in 4% paraformaldehyde at RT before 3 × 5 min washes in PBS. Fixed, C2C12 myoblasts were blocked for 60 min at RT in 5% goat serum then incubated with primary eMHC antibody supernatant (DSHB Hybridoma Product F1.652, F1.652 was deposited to the DSHB by Blau, Helen M.)^44^ overnight at 4 °C. C2C12 myoblasts were then washed 3 × 5 min in PBS and incubated in secondary antibody (Alex Fluor^®^ 488 goat anti-mouse, Cat: A11029, Thermo Fisher Scientific, Waltham, MA, USA) diluted 1:1000 in 1% goat serum. Hoechst 33342 was used as a counterstain to identify nuclei and stained cells were imaged on the Celigo S Imaging Cytometer (Nexcelom Bioscience, Lawrence, MA, USA).

### Primary mouse MuSC isolation

Primary mouse MuSC isolation was performed as previously described^31^. CMV-*luc* mice were anesthetized with isoflurane followed by cervical dislocation prior to harvesting of all hindlimb muscles. Muscles were incubated in a digestion cocktail of low glucose DMEM and 2.5 mg/mL Collagenase D (Roche, Basel, Switzerland) for 15 min at 37 °C. Physical dissociation was then performed using the GentleMACS system (Miltenyi Biotec, Bergisch Gladbach, Germany), followed by the addition of Dispase II (0.04 U/mL final concentration stock, Roche, Basel, Switzerland), and an additional 40 min incubation at 37 °C. Further physical dissociation of the muscle tissue was performed using an 18-gauge needle. Cell suspensions were passed through a prewashed 100 µM filter, then a 40 µM filter to remove debris. The remaining cells were pelleted via centrifugation (700 × *g*, 7 min, 4 °C) and resuspended in red blood cell lysis buffer (IBI Scientific, Dubuque, Iowa, USA) for 5 min at RT. The cell suspension was pelleted again, resuspended in 1 mL of a cocktail of biotin conjugated primary antibodies specific for CD45 (2 µL, clone 30-F11, Biolegend, San Diego, CA, USA), CD31 (5 µL, clone 390, Biolegend, San Diego, CA, USA), CD11b (5 µL, clone M1/70, Biolegend, San Diego, CA, USA), and Sca1 (5 µL, clone D7, Biolegend, San Diego, CA, USA), and incubated, on ice, for 25 min. Streptavidin microbeads (12 µL, Miltenyi Biotec, Bergisch Gladbach, Germany) were added to the cell suspension/antibody cocktail mixture and incubated, on ice, for 10 min. After incubation the mixture was passed through prewashed magnetic columns (Miltenyi Biotec, Bergisch Gladbach, Germany). Cells were pelleted and resuspended in a 1 mL solution containing antibodies specific for the following proteins: CD34 (eFluor450, clone ram34, Invitrogen eBioscience, San Diego, CA, USA) α7-integrin (AlexaFluor647, clone r2f, Ablab, British Columbia, Canada), and streptavidin (PE-Cy7, Biolegend, San Diego, CA, USA). After a 20 min incubation on ice, the cell suspension was washed, pelleted, and resuspended in a 200 µL 1:100 solution of propidium iodide. CD34^+^/α7-integrin^+^/CD45^−^/CD31^−^/CD11b^−^/Sca1^−^ cells were isolated via flow cytometry. Isolated primary mouse MuSCs were then seeded on plates coated with laminin (20 µg/mL, Sigma, St. Louis, MO, USA) and RetroNectin^®^ Recombinant Human Fibronectin Fragment (15 µg/mL, Takara Bio USA, Mountainview, CA, USA) in the same growth medium used for primary mouse myoblast culture.

### Primary mouse MuSC shRNA transfection

For in vitro experiments primary MuSCs from CMV-*luc* mice were transfected with short-hairpin lentiviruses targeting *Mettl3* (sh1, clone TRCN0000039110; sh2, clone TRCN0000039111; sh3, clone TRCN0000039112; sh4, clone TRCN0000039113, MISSION, Sigma, St. Louis, MO, USA) or a nonmammalian targeting control (shCON, Cat: SHC002, MISSION, Sigma, St. Louis, MO, USA) 12 h after seeding. Fresh growth medium was replaced 48 h after transfection and continued to be changed every 48 h for 7 days.

For transplantation experiments primary MuSCs from CMV-*luc* mice were transfected with shCON, sh2, sh3, or a combination of sh2 and sh3 (sh2/3) 12 h after seeding. Twenty-four hours following transfection MuSCs were harvested for transplantation.

### Primary mouse MuSC transplantation

For primary transplantation experiments primary MuSCs isolated from CMV-*luc* mice from each shRNA condition (shCON, sh2, sh3, and sh2/3) were individually resuspended in PBS at a concentration of 175 MuSCs per 20 µL PBS 24 h after transfection in culture. NSG knockout mice were anesthetized with isoflurane and 20 µL of the MuSC cell suspension was injected into their TA muscles. Each TA muscle received MuSCs from one shRNA condition (i.e., shCON, sh2, sh3, and sh2/3) in a random fashion for a total of 8 replicates per condition across 16 recipient mice.

For secondary transplantation, the TA muscles of primary transplant recipient mice were harvested and digested as described in the primary mouse MuSC isolation section. The cell suspension resulting from each TA muscle was evenly divided and injected into two recipient TA muscles for a total of 8 replicates per condition across 16 recipient mice.

### In vitro luciferase assay

To determine the effect of shRNA conditions on MuSC proliferation after 7 days in culture, primary MuSCs from CMV-*luc* mice were incubated in fresh growth medium containing 0.15 mg/mL D-Luciferin (Gold Biotechnology, St. Louis, MO, USA) for 15 min at 37 °C prior to measurement on a SpectraMax M3 plate reader (Molecular Devices, San Jose, CA, USA).

### In vivo bioluminescent imaging

In vivo bioluminescent imaging was used to track MuSC behavior after transplantation. Transplant recipient mice were anesthetized using isoflurane and injected with 125 µL of 30 mg/mL D-Luciferin prior to imaging (Gold Biotechnology, St. Louis, MO, USA). Bioluminescent imaging was performed using the IVIS^®^ Spectrum in vivo imaging system (PerkinElmer, Waltham, MA, USA). Digital images were obtained 12 min after injections and analyzed using Living Image Software (PerkinElmer, Waltham, MA, US). The engraftment threshold was set at 50,000 photons per second. Bioluminescent images were taken at 3, 11, 17, 25, 31, and 40 days after primary transplantation. For secondary transplantation experiments, bioluminescent images were taken 35 days after transplantation.

### Confluence analysis

Confluence measurements were performed as previously described^45^. Briefly, confluence was determined as the area of the cell culture surface covered by cells as measured by the Celigo S Imaging Cytometer (Nexcelom Bioscience, Lawrence, MA, USA).

### Statistics

Statistical analyses for experimental data were performed in GraphPad (Version 1.0.136) with either two-tailed unpaired *t* tests or one-way analysis of variance (ANOVA). Data are displayed as means ± standard deviation. Statistical significance was determined at *P* < 0.05. When a main effect of a one-way ANOVA was found to be statistically significant, a Tukey–Kramer post hoc test was conducted.

## Supplementary information

Supplementary Figure Legends

Supplementary Figure 2

Supplementary Figure 1

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

Supplementary Table 8

Supplementary Table 9

Supplementary Table 10

## Data Availability

All RNA-seq and MeRIP-seq data generated or analyzed for the present study are included in this article (including the accompanying Supplementary Tables) and have been deposited in the NCBI Gene Expression Omnibus data base (GSE144885).

# Supplementary material for: A defined N6-methyladenosine (m6A) profile conferred by METTL3 regulates muscle stem cell/myoblast state transitions
**Source:** Cell Death Discov. 2020 Sep 29;6:95. doi: 10.1038/s41420-020-00328-5
**Supplement:** Supplementary file 1 — Supplementary Figure Legends

**Supplementary Figure 1.** m^6^A-modifications decrease in primary mouse myoblasts during differentiation

1. Isolated mRNA from primary mouse myoblasts in GM had greater global m^6^A-modification levels than mRNA isolated in 3d DM as measured by LC-MS (n=3). ***P<0.001.

**Supplementary Figure 2.** *Mettl3* knockdown reduces primary mouse MuSC confluence

1. Primary mouse MuSCs were isolated from CMV-*luc* mice, treated with shRNAs targeting *Mettl3* or a non-mammalian control sequence, and cultured for 7 days prior to measuring percent confluence (n=4). *P<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

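MeRIP-seq and RNA-seq of C2C12 myoblasts in growth medium (GM) and after 3 days in differentiation medium (3d DM) were taken from the deposited processed files, with 2 immunoprecipitated and 2 input libraries in each state. Samples were grouped by the labels of the deposit, and no library was left out. The authors trimmed adaptors, aligned the reads to mm10 with HISAT2 (v2.1.0) and called peaks with exomePeak for each sample against its own input. Each of the 4 peak lists deposited by the authors gives, for every peak and protein-coding transcript, a p-value of the enrichment and a fold, the ratio of immunoprecipitated over input RNA. The deposited expression table gives a normalized signal, which the authors named for the trimmed mean of M values and which was made from gene counts handled with edgeR. Each library sums to nearly the same total in it. Pairs of low values recur over genes within a state and almost never between states, as they would in quantile-adjusted pseudo-counts, where a library's value depends also on its replicate. How far such an adjustment changed the spread between replicates cannot be seen from the files. The low values are neither whole numbers nor multiples of a step, so reads could not be recovered, the depth of the libraries is unknown, and the columns' common total is not a depth. The peak lists hold no read numbers either, so no counting error or lower limit of detection is given.

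Peaks were counted as deposited lines, as distinct peaks after merging lines on the same strand that share at least 1 bp, and as genes by symbol. GM and 3d DM libraries were compared by a two-sided exact permutation test, which cannot give a p-value under 0.33 with 2 libraries against 2. Sharing of genes between lists was measured with the Jaccard index and was not tested. Regions are the authors' labels, and positions along transcripts and the DRACH sequence were taken from GENCODE release M21 and the mm10 genome.

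Expression was tested with limma (version 3.58.1, R 4.3.3) on log2(value + 1), with an intensity trend and Benjamini-Hochberg adjustment, at an adjusted p of 0.05, for the 11406 genes with at least 2 cpm of the column total (a value of 25.1) in at least 2 of the 4 libraries. The paper's methods give the filter as 3 samples, which was run as an alternative. With the deposited values, standard errors followed the intensity trend and hardly a gene's own replicates. Their p-values therefore do not measure its replicate spread. Gene symbols were assigned by Entrez identifier to 98.7% of the tested genes. Overlaps with Supplementary Tables 1 and 2 were tested with the two-sided Fisher's exact test against the other tested genes with a peak in at least 1 library. Log2 fold changes of genes with and without a peak were compared with the two-sided Kolmogorov-Smirnov test and with 10000 random lists matched on mean expression in 20 bins. The lists were drawn from all tested genes, those with a peak included. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots matplotlib 3.10.9.

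The alternatives were other filters on low values, pseudocounts of 0.1 and 4, the replicate number as a block, limma without the trend, rescaling by median-of-ratios factors, peaks under a threshold of 1e-05 or with a fold enrichment of at least 4, other units of overlap, and each replicate left out in turn. Rescaling by trimmed-mean factors (trim 30% and 5%) and the use of either rescaling for the overlaps and of median-of-ratios rescaling for the comparison of genes with and without a peak were added after seeing the data. The genes named are those that the paper names for these experiments, those of Supplementary Tables 4 and 8, *Myh3*, *Mymk*, *Ckm* and *Mki67* as checks of the state, the m6A writers, erasers and readers, and the 3 genes with the largest change in each direction among those with an adjusted p under 0.05 and a mean value of at least 10. The comparisons at the paper's claims, their tests, the other alternatives and this rule were set before the data were examined, while some tests of explanations in the closing section were chosen later, as stated there. Of the 61 tested genes that the rule fixes by name, without the 3 of largest change in each direction, 15 had an adjusted p under 0.05 over all genes and 17 when adjusted over the list alone.

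The limma step was tested on simulated data of 11406 genes with 2 libraries against 2, where 199 of 200 genes with a planted fold change of 4 were called together with 25 unchanged genes (11.2% of the calls), and no gene was called without planted changes. PANTHER annotations were not used here, and the paper's other experiments have no data in the deposited files.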

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

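The test of the largest feature's effect on the scaling was chosen only after the result was seen. One item stands out from data that the paper does not discuss. A single entry of the expression table, identifier 100861531, which has no symbol in the annotation used, took 41.3% of the total of 3d DM replicate 1, against 24.4% and 33.2% in GM replicates 1 and 2 and 25.6% in 3d DM replicate 2. The shares are graded over the libraries and those of the states overlap.

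As every library is scaled to nearly the same total, a larger share of a few entries leaves less for all other genes. The log2 median-of-ratios factors of the 4 libraries spanned 0.60 as deposited, 0.23 with this entry left out of the totals, and 0.11 with the 25 entries of the highest means left out. The lower values of 3d DM replicate 1 over most genes may therefore come from a few entries that take most of the counts. The same step lowered the shift of all genes toward GM from 0.23 to 0.12 and 0.05. What the entry is, and whether its share comes from incomplete removal of an abundant RNA or from the cells, was not tested, and no biological explanation was tested.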

How the results depend on the processing

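No test in this part was chosen only after the result was seen, but trimmed-mean rescaling and the use of rescaling for the overlaps were added after seeing the data. Of 41 results under 386 comparisons with another setting, those of the 23 named genes kept their direction in 239 cases, and their side of the threshold where it was tested, which excludes the cases with a library left out. They were no longer past the threshold in 22 (18 of them without the filter on low values) and reversed in 10. The other results were counted as the same in 87 cases, of 115, moved in 17, reversed in 8, stronger in 2 and weaker in 1. Cases counted as the same could still differ in size. They include 1298 differentially expressed genes with the replicate block, against 1936. They also include a difference in genes with a peak of 1075 without 3d DM replicate 1, against 486.5.

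The number of differentially expressed genes lay between 1298 and 2672 in every setting but 1, and no gene called as deposited had the opposite sign in any of these fits. With single libraries left out, the sign was opposite for 1 of the 1936 genes without GM replicate 1 and for 2 without GM replicate 2. Without a filter, 154 genes were called (74 higher in GM and 80 higher in 3d DM, 60 with an absolute log2 fold change over 1.5), of which 9 were among the 1936, while 3103 had an unadjusted p under 0.05. That setting adds 15773 genes of low value, of which 9265 have a pooled replicate SD under 0.01 on the log2 scale. Such near-constant values enter the variance that limma shares across genes, so this setting is a poor check of the others. Their effect on the number of calls was not tested separately. With at least 2 cpm in 3 libraries, 524 genes were higher in 3d DM, of fewer genes tested. The scaling decided the balance between the states, with 1365 genes higher in 3d DM after median-of-ratios rescaling and 1344 after trimmed-mean rescaling, against 800 as deposited.

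With the replicate block, 1298 genes were called, all of them among the 1936, and 705 were higher in GM. The replicate block also left 78 genes of Supplementary Table 1 and 36 of Supplementary Table 2, where the odds ratio was 0.99. *Zfp322a*, the gene of Supplementary Table 8 called as deposited, had an adjusted p of 0.0899 with it. The sample numbers do not show that same-numbered libraries were prepared together, and the differences between replicates 1 and 2 in GM and in 3d DM correlated across genes with Pearson r = 0.29 and Spearman rho = 0.31 (11406 genes, which are not independent replicates).

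Among the overlaps, the fold change criterion left 87 genes of Supplementary Table 1, and the odds ratio of Supplementary Table 2 became 0.95 with it. The odds ratio of Supplementary Table 1 was 1.11 with the filter in 3 libraries. None of these odds ratios differed from 1 by Fisher's exact test, so their direction is not established. After median-of-ratios rescaling, 101 genes of Supplementary Table 2 were called with an odds ratio of 1.42 (Fisher's exact test, p = 0.00467), and after trimmed-mean rescaling 99 genes with 1.36 (Fisher's exact test, p = 0.0128), both added after seeing the data. The cause was not tested. The planned count test on recovered reads was not run, as reads could not be recovered.

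The difference in log2 fold change between genes with and without a GM peak was 0.02 (p = 0.391, n = 7676 and n = 2536) for genes with at least 2 cpm in every library, and the cause was not tested. With each input library left out in turn it lay between 0.05 (without GM replicate 2) and 0.17 (without GM replicate 1). For 3d DM it lay between 0.16 and 0.19.

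The difference between GM and 3d DM in genes with a peak ranged from -102 (without 3d DM replicate 2) to 1075 (without 3d DM replicate 1), so a single library decides its direction. Between libraries of the same number, GM had more genes each time, 7574 against 7471 for replicate 1 and 7164 against 6294 for replicate 2. Whether same-numbered libraries form pairs is not known. Libraries of the same state shared slightly more genes than same-numbered libraries by 0.003, but fewer peaks, by -0.008 with peaks sharing at least 1 bp and -0.014 with peaks sharing at least 50% of each other. With peaks of a single region label, the differences between the states were 0.25 percentage points in the 5′ UTR, 0.25 in the CDS and -0.55 in the 3′ UTR, and with the threshold of 1e-05 the 5′ UTR differed by 0.6. The 3′ UTR difference ranged from -0.55 (without GM replicate 2) to 4.45 (without GM replicate 1). The causes were not tested.

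Log2 fold changes near 0 changed sign. *Myod1* was at -0.12 after median-of-ratios and -0.11 after trimmed-mean rescaling, and *Zfp637* at -0.12 after each. With each input library left out in turn, *Pax7* ranged from -0.55 to 0.04, *Myod1* from -0.24 to 0.45, *Zfp637* from -0.10 to 0.31 and *Mettl3* from -0.06 to 0.68. The scaling moved all genes by a log2 value of 0.23, which accounts for the changes with rescaling, and with 2 libraries per state the libraries left out decide the others.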

Differences from the paper's values

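The rescalings named in this part were chosen only after the values were seen, apart from median-of-ratios rescaling for single genes. The paper reports 14 genes as both m6A-enriched in GM and differentially expressed, and 133 were found here. With the alternatives set before the data were examined, the number was 87 with the fold change criterion, 122 with the filter in 3 libraries, 78 with the replicate block and 133 with a pseudocount of 0.1, and none of them closed the gap. Rescaling by median-of-ratios or trimmed-mean factors, chosen after seeing the values, gave 189 and 194. For 3d DM, the paper reports 6 genes and 57 were found here, with 38, 50, 36 and 57 under the same alternatives, and 101 and 99 with the rescalings, none of which closed the gap.

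Of the paper's 14 genes, 4 had an adjusted p under 0.05 here, and 9 after median-of-ratios and 11 after trimmed-mean rescaling, both chosen after seeing the values. Of the paper's 6 genes it was 1, and 4 after either rescaling.

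The paper describes 7 zinc finger genes among the genes that are both m6A-enriched in GM and differentially expressed, and 3 were found here among the 133. The alternatives set before the data were examined gave 2 with the fold change criterion or the replicate block and 3 with the filter in 3 libraries or a pseudocount of 0.1, and none closed the gap. With median-of-ratios rescaling the number was 6 and with trimmed-mean rescaling 7, and both were chosen after seeing the values. These counts lie within the difference allowed, but as shares they were 3.2% of 189 genes and 3.6% of 194 genes. Both shares are far below the paper's 7 of 14.

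For *Col23a1*, the paper's log2 fold change in Supplementary Table 3 is -4.07, and -3.57 was found here. The value lay within the replicate spread of the paper's with a pseudocount of 0.1 (-3.84), median-of-ratios rescaling (-3.77), without GM replicate 1 (-3.89) and without 3d DM replicate 2 (-3.78), and also with trimmed-mean rescaling (-3.77), chosen after seeing the values. It did not without a filter (-3.57), with a pseudocount of 4 (-2.96), with the replicate block (-3.57), with limma without trend (-3.57), without GM replicate 2 (-3.25) or without 3d DM replicate 1 (-3.35), and the gene was not tested with the filter in 3 libraries.

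The paper's text places the 14 genes as differentially expressed in GM, and 9 of the 14 had higher values in 3d DM here. The copy of Supplementary Table 3 used here is sorted and holds only the end toward 3d DM, with the paper's log2 fold changes up to -0.68. These 9 genes are in it, and as every gene in the copy is below 0, their sign there is no separate count. The paper's values for the other 5 genes are not in hand, and the paper's log2 fold changes of genes higher in GM could not be compared.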

Other observations

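In this part, the tests of symbol style, of RNA mixed into GM replicate 1 and of zinc finger expression were chosen only after the result was seen, and the tests of peak classes and replicate numbers were not. *Mettl3* (Entrez 56335) had RNA-seq values of 172.4 ± 6.01 in GM and 143.5 ± 51.8 in 3d DM (mean ± SD, n = 2; log2 fold change 0.31, standard error 0.49, adjusted p = 0.775 from limma) and 0.09 after median-of-ratios rescaling, and no peak was called on it in any library. Of the other m6A writers, erasers and readers, 15 genes were tested and 0 had an adjusted p under 0.05, with 1 at an unadjusted p under 0.05. Their log2 fold changes ranged from -0.78 to 1.02, and 3 changed sign after rescaling, where 2 genes (*Fto*, higher in 3d DM, and *Igf2bp2*, higher in GM) were called.

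Genes with a peak in a state had higher expression in that state than genes without. If peaks could be called only where RNA is abundant enough, the difference would come from genes with a peak in 1 state. The median log2 fold change (GM/3d DM) was 0.59 for 922 genes with a peak in GM libraries only, -0.35 for 746 genes with a peak in 3d DM libraries only, 0.22 for 7085 genes with peaks in both states and 0.25 for 2653 genes with none. The median of genes with peaks in both states minus that of genes with none was -0.03, so the pattern may come from detection of peaks on more abundant RNA. An effect of m6A on the RNA of genes with a peak in 1 state stays open and was not tested.

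Lists with the same replicate number shared about as many genes as lists of the same state, with a mean Jaccard index of 0.733 against 0.736, a difference of -0.003. Pairs that share neither had 0.70. For peaks sharing at least 1 bp the values were 0.696 with the same number, 0.688 in the same state and 0.659 with neither. Same-numbered lists thus shared more than pairs with neither in common. With 2 pairs of each kind this was not tested, and a batch shared by same-numbered libraries cannot be told apart from no batch, as the replicate numbers alone do not say which libraries were prepared together.

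The deposited scaling was set against the paper's Supplementary Table 3, of which 1998 of 11418 genes are in the copy used here, all from the end toward 3d DM (the paper's log2 fold change at most -0.68). For 1093 genes with an average log2 cpm of at least 4 in that table, the log2 fold change here minus the paper's had a median of 0.21 as deposited, -0.02 with median-of-ratios and -0.01 with trimmed-mean rescaling, and 10.1%, 81.6% and 82.0% of the genes lay within 0.1. Genes higher in GM could not be compared.

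The lists of the paper's overlapping genes hold 17 of 20 symbols of a style used for mouse genes alone (Zfp, Gm or D with a number, a clone name, or an ending in Rik). Among m6A-enriched genes called here, 5 of 6 with such a symbol were in the paper's lists, against 0 of 184 with other symbols (two-sided Fisher's exact test, p = 3.1e-09), and 10 of 11 against 3 of 279 after median-of-ratios rescaling. A candidate explanation for the smaller overlap is a join of lists with symbols written in different styles. The lists that were joined are not in hand, and a choice of genes by another rule stays open.

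Muscle genes were several-fold higher in GM replicate 1 than in GM replicate 2. Among 98 genes of at least 500 in 3d DM and at least 16-fold above GM replicate 2, the median was 3.56-fold. This choice of genes favours low values in GM replicate 2, and with 60 genes chosen against GM replicate 1 in its place, which favours the opposite, the median was 2.91-fold. RNA of the 3d DM libraries mixed into GM replicate 1 would give the same implied share for each gene, but the share had a median of 3.22% with 10% of genes under 0.22% and 10% over 10.55%, and 7 genes had a share not above 0. The SD of its log2 was 1.81, and 1.60 for the 60 genes, against 0.44 and 0.47 between the 3d DM libraries. Among the most abundant genes of 3d DM, chosen after their values were seen, the implied share was 0.25% for *Myl4* and 22.56% for *Ttn*. These values argue against a mixture as the whole cause. Differentiation of a part of the cells in GM replicate 1 was not tested and stays open.

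Zinc finger genes had a called peak more often than other tested genes, 312 of 351 (88.9%) against 76.7% of all tested genes, although their median value was 113.1 against 292.2. Expression-matched lists had a peak for 65.7% on average (61.3% to 70.4%, at most 73.8% of 10000 lists), 23.2 percentage points less, which argues against their expression level as the cause. Transcript length and sequence were not tested, and no biological explanation was tested.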
